# Dual Targeting of MEK and PI3K Pathways Attenuates Established and Progressive Pulmonary Fibrosis

**DOI:** 10.1371/journal.pone.0086536

**Published:** 2014-01-27

**Authors:** Satish K. Madala, Ramakrishna Edukulla, Mukta Phatak, Stephanie Schmidt, Cynthia Davidson, Thomas H. Acciani, Thomas R. Korfhagen, Mario Medvedovic, Timothy D. LeCras, Kimberly Wagner, William D. Hardie

## Abstract

Pulmonary fibrosis is often triggered by an epithelial injury resulting in the formation of fibrotic lesions in the lung, which progress to impair gas exchange and ultimately cause death. Recent clinical trials using drugs that target either inflammation or a specific molecule have failed, suggesting that multiple pathways and cellular processes need to be attenuated for effective reversal of established and progressive fibrosis. Although activation of MAPK and PI3K pathways have been detected in human fibrotic lung samples, the therapeutic benefits of in vivo modulation of the MAPK and PI3K pathways in combination are unknown. Overexpression of TGFα in the lung epithelium of transgenic mice results in the formation of fibrotic lesions similar to those found in human pulmonary fibrosis, and previous work from our group shows that inhibitors of either the MAPK or PI3K pathway can alter the progression of fibrosis. In this study, we sought to determine whether simultaneous inhibition of the MAPK and PI3K signaling pathways is a more effective therapeutic strategy for established and progressive pulmonary fibrosis. Our results showed that inhibiting both pathways had additive effects compared to inhibiting either pathway alone in reducing fibrotic burden, including reducing lung weight, pleural thickness, and total collagen in the lungs of TGFα mice. This study demonstrates that inhibiting MEK and PI3K in combination abolishes proliferative changes associated with fibrosis and myfibroblast accumulation and thus may serve as a therapeutic option in the treatment of human fibrotic lung disease where these pathways play a role.

## Introduction

Fibrotic lesions in the lung cause distortion of pulmonary architecture and interruption of gas exchange that ultimately can result in death [1]. Pulmonary fibrotic lesions are characterized by abnormal accumulation of mesenchymal cells accompanied by excessive deposition of extracellular matrix proteins such as collagen and fibronectin [1], [2]. Repetitive injury in the lung and genetic mutations are known to cause intrinsic changes in mesenchymal and epithelial cells, including cell migration, invasion, protection from apoptosis, and proliferation [3]–[8]. These processes are dependent on multiple signaling pathways that are dysregulated in injured epithelium and extracellular matrix (ECM)-producing mesenchymal cells [9], [10]. Therefore, successful therapies to either prevent the progression of fibrosis or reverse existing fibrotic disease likely need to target many of the signaling pathways that maintain fibrotic responses in the lung.

Fibroblast foci are clusters of fibroblasts and myofibroblasts that lie in continuity with established fibrosis, a characteristic histologic feature of pulmonary fibrosis especially idiopathic pulmonary fibrosis (IPF), and are thought to be central in mediating the progression of lung disease [11]. A three-dimensional reconstruction of the IPF lung demonstrates that fibroblast foci are at the leading edge of a complex polyclonal reticulum that extends from the pleura into the underlying parenchyma [12]. The concept of lung fibrosis as a neoproliferative process is further supported from studies in fibroblast cell lines from patients with IPF and other interstitial fibrotic diseases demonstrating that these cells possess intrinsic characteristics causing them to proliferate and survive better than normal fibroblasts [13], [14]. Thus, therapeutic strategies targeting cell proliferation may be effective in preventing fibroproliferative disorders in the lung.

Several growth factors and their downstream signaling pathways that maintain tumors are also activated in both human and mouse models of pulmonary fibrosis [15]–[18]. Receptor tyrosine kinases (RTK) are high-affinity cell-surface receptors for many polypeptide growth factors and cytokines, including ligands of the epidermal growth factor receptor (EGFR) and platelet-derived growth factor (PDGF), basic fibroblast growth factor, and vascular endothelial growth factor receptors [19], [20]. Following RTK activation, the cascade of subsequent signaling events activates multiple kinase pathways, including both the mitogen activated protein kinases (MAPK) and phosphatidylinositide 3-kinase (PI3K) pathways [9]. These two pathways have been shown to control cellular processes associated with fibrosis, including cell proliferation, growth, migration, and protection from apoptosis [21]–[23]. The relevance of MAPK and PI3K pathways in mediating fibrotic disease is further supported by studies of lung biopsies from patients with IPF, which demonstrate increased levels of signaling intermediates of the MAPK and PI3K pathways compared with normal lungs [16], [18], [24]. Furthermore, fibroblasts isolated from patients with IPF demonstrate altered negative regulation of PI3K leading to increased kinase activity and associated with significantly increased proliferation [24]. Collectively, emerging clinical data support a role for both MAPK and PI3K pathways in pulmonary fibrosis [2], [9], [25]. However, the crosstalk or functional synergisms that exist between MAPK and PI3K pathways in maintaining fibrotic lesions is not well understood.

We previously have generated doxycycline (Dox)-regulatable transgenic mice overexpressing the EGFR ligand, transforming growth factor-alpha (TGFα), under control of the lung epithelial-specific 2.3-kb rat Clara cell secretory protein (CCSP) gene promoter [26]. When CCSP/TGFα mice are administered Dox, the mice develop progressive pulmonary fibrosis characterized by specific phenotypes observed in human fibrotic disease, including epithelial and mesenchymal proliferation with myofibroblast differentiation, progressive migration of fibrotic lesions from the pleura into the interstitium, extracellular matrix deposition, severe restrictive changes in lung mechanics, and secondary pulmonary hypertension [21], [26]. Notably, signaling intermediates for the both MAPK and PI3K pathways are elevated during the progression of fibrosis in CCSP/TGFα mice, and we have previously demonstrated that specific pharmacologic inhibition of either the MEK or PI3K successfully prevented the initiation of fibrosis [15]. Furthermore, fibrotic progression was inhibited when the inhibitors were administered as a rescue therapy, although disease was not completely reversed [15].

The purpose of this study was to test the hypothesis that combined inhibition of MEK and PI3K signaling pathways would be more effective in treating established and progressing fibrosis in TGFα model than inhibiting either pathway alone. This study also examined transcriptional and fibroproliferative changes in the drug treated groups to determine overlapping or unique functions of each pathway in the maintenance of established and progressive fibrosis in the lungs.

## Materials and Methods

### Transgenic Mice and Administration of Inhibitors

All mice were derived from the FVB/NJ inbred strain. TGFα-transgenic mice were generated and maintained as described previously [17], [27]. Mice were housed under specific pathogen-free conditions, and protocols were approved by the Institutional Animal Use and Care Committee of the Cincinnati Children’s Hospital Research Foundation. To induce TGFα expression, Dox (Sigma, St. Louis, MO, USA) was administered in food (62.5 mg/kg). Stock solutions of AZD6244 (ARRY-142886 or ARRY) were prepared in 0.5% methocellulose/0.4% Tween 80 solution. The PI3K inhibitor, PX-866 (Oncothyreon Inc., Seattle, WA), was suspended in 5% ethanol to make a 5 mg/ml stock solution. Mice were anesthetized (isoflurane; Abbott Labs, Chicago, IL, USA), and sterile vehicle (solution used to prepare ARRY) or inhibitors were administered by gavage using a 20-gauge feeding catheter (Harvard Apparatus, Holliston, MA, USA). Dosing throughout the study was based on original baseline animal weights and not adjusted for weight changes. Mice were treated with ARRY once daily and PX-866 every other day for up to 4 weeks. Control mice were treated with similar volumes of vehicle, and our previous studies demonstrate that treatment with vehicle or Dox alone had no significant effect on TGFα-driven fibrosis [15], [17].

### Measurements of Lung Histology, Fibrosis Score, and Pleural Thickness

After removal, lungs were immediately inflation fixed using 10% neutral buffered formalin. Lung tissue sections were prepared and stained with Masson Trichrome as described previously [15]. The pleural thickness was measured by histomorphometric measurement on stained lung sections. Five random measures per lung section were obtained for each animal using a Leica DM2700 M bright field microscope (Leica Microsystems, Buffalo Grove, IL, USA). High-magnification images (40X) were captured with a 3CCD color video camera and analyzed using MetaMorph imaging software (v6.2; Molecular Devices, Sunnyvale, CA, USA). Pleural thickness was measured using the measured distance function of MetaMorph.

### Immunohistochemistry

For immunohistochemical detection of proliferation, paraffin-embedded lung sections were immunostained with anti-mouse Ki67 antigen (Dako, Glostrup, Denmark). The total numbers of Ki67-staining nuclei were counted, as well as the total number of nuclei in ten randomly selected uniform fields (26.2 mm^2^) that encompassed alveolar, pleural, and adventitial regions of the lung for each mouse. The proliferation index was determined by counting the total number of Ki67-staining nuclei and dividing by the total number of nuclei, in each field. The lung sections were immunostained for alpha smooth muscle actin as previously described [17].

### Hydroxyproline Assay

The total lung hydroxyproline levels were quantified using a method previously described [28]. In brief, the left lobe of lung was weighed and hydrolyzed in 4 ml of 6 N HCl overnight at 110°C. Hydrolyzed samples were neutralized with 1 N NAOH. For colorization, chloramine-T (0.05 M) and the aldehyde-perchloric acid reagent were added, and samples were placed in a hot-water bath at 60°C for 25 min. Standard hydroxyl-L-proline (EMD) solutions were prepared and applied identically to the samples to read at 550 nm for samples and standards. Sample concentrations were determined from the standard curve.

### Pulmonary Mechanics

Lung mechanics were assessed on mice using a computerized Flexi Vent system (SCIREQ, Montreal, Canada) as described previously [15].

### RNA Preparation and Real-Time PCR

Total RNA was extracted from lung tissue and cells using the RNeasy Mini Kit from Qiagen (Qiagen Sciences, Valencia, CA, USA) as described previously [15]. Real-time primer sequences used were HPRT 5′-GCCCTTGACTATAATGAGTACTTCAGG-3′ (forward),5′-TCAACTTGCGCTCATCTTAGG-3′ (reverse); MYCN 5′-AGCACCTCCGGAGAGGATAC-3′ (forward), 5′-CCACATCGATTTCCTCCTCT-3′ (reverse); CDK4 5′-AGAGCTCTTAGCCGAGCGTA-3′ (forward), 5′-TTCAGCCACGGGTTCATATC-3′ (reverse).

### Whole-transcriptome Shotgun Sequencing (RNA-Seq) and Heat Maps

From each experimental group, four lung tissue samples were sequenced using an Illumina HiSeq-1000 Sequencer (Illumina Inc., San Diego, CA). An in-house analytical pipeline was created to align reads to the reference genome, perform quality control, and conduct statistical analyses to identify and cluster differentially expressed genes. Using TopHat aligner [29], reads were aligned to the reference genome based on the current gene definitions and those aligned with low confidence were filtered out using SAM tools [30], which resulted in approximately 25 million reads on average per sample. The number of reads (read counts) aligning to the gene’s coding region was summarized using ShortRead [31] and various R- Bioconductor [32] packages (IRanges, GenomicRanges, Biostrings, Rsamtools).

To identify differentially expressed genes between Day 0 (untreated) and Week 8 (treated on Dox) samples, statistical analysis was performed using the DESeq Bioconductor package [33] that uses a statistical model based on negative-binomial distribution of the read counts. Statistically significant genes were selected based on a *P*-value cut-off of 0.05 as well as a two-fold change (up or down), resulting in 1790 genes in total. Using this set of significant genes, hierarchical clustering on the log-transformed read counts normalized for different lengths of gene-coding regions (RPKM values) [34] was performed for ARRY-, PX-866-, and ARRY/PX-866-treated groups, and a heat map was generated. Genes involved in the proliferation and survival of lung cells were identified using a cellular functional analysis tool available in Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA, USA). Complete RNA-Seq data is available at gene expression omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52854; accession number: GSE52854).

### Western-Blot Analysis

Lung homogenates were processed for Western blot and quantified using the PhosphorImager software volume-integration function, Imagequant 5.2 (Molecular Dynamics, CA, USA) as described previously [15]. Primary antibodies used included those for GAPDH (Bethyl Labs, Montgomery, TX, USA), total Erk1/2 and phosphorylated Erk1/2 (Thr 202/Tyr 204), and total S6 and phosphorylated S6 (Ser 235/236).

### 3D Collagen Gel Contraction Assay

Collagen gel contraction was performed as described elsewhere with few modifications [35]. Rat tail type 1 collagen dissolved in 0.2% acetic acid (6 mg/ml) for 5–7 days at 4°C and diluted with equal volume of sterile water to make 3 mg/ml of collagen and 0.1% acetic acid. Media containing primary fibroblasts (5×10^4^ cells/well) and collagen (3 mg/ml) were combined at a ratio of 2∶1 to obtain collagen gels with cells, and plated in 24 well tissue culture plates. The next day gels were gently taken out of 24 well plates and placed them in 6 well plates containing media, ARRY (0.1 µM), PX866 (0.1 µM) or both the inhibitors in combination. Culture media was changed on every day and also gel images taken to quantify the surface area of collagen gels.

### Statistics

All data were analyzed using Prism (Version 5; GraphPad, La Jolla, CA, USA). One-way ANOVA with Tukey’s Multiple Comparison post-test was used to compare different experimental groups, and data were considered statistically significant for *P* values less than 0.05.

## Results

### Combined Therapy Using Both MEK and PI3K Inhibitors is More Effective in Reversing Collagen Accumulation in the Lungs than Using Either Inhibitor Alone

To evaluate the effects of combined therapy with ARRY and PX-866, we used TGFα transgenic mice which develop progressive and severe pulmonary fibrosis [26]. Our previous studies determined that PX-866 [3 mg/kg, every other day] and ARRY [37.5 mg/kg, twice a day (BID)] inhibited fibrosis when administered alone compared to vehicle-treated mice [15], [17]. However, the effective doses of these inhibitors required to inhibit both MEK and PI3K signaling pathways when the inhibitors are combined were unknown. To establish the doses of combination therapy effective to inhibit both pathways, TGFα transgenic mice were treated with Dox for 2 weeks to induce TGFα expression and randomized into three groups receiving either vehicle or PX-866 (3 mg/kg, every other day) combined with ARRY (37.5 mg/kg), either once a day (QD) or twice a day (BID) for 7 days. The activation of downstream signaling intermediates for the PI3K and MAPK pathways were analyzed in total lung lysates. Combined therapy of PX-866 with ARRY administered either once a day or twice a day was equally effective in suppressing the activation of both pERK and pS6 compared to vehicle-treated mice (Figure 1). As once daily dosing of ARRY was sufficient to attenuate the activation of ERK we administered this dose in our subsequent long-term fibrosis-reversal studies to reduce the potential for toxicity when using dual inhibitors.

**Figure 1:**
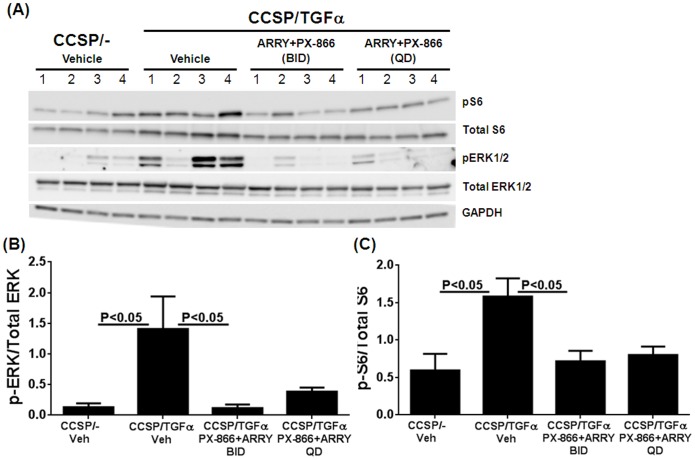
Effect of in in vivo inhibition of MEK and PI3K in combination on ERK and S6 phosphorylations. (A) CCSP/− and CCSP/TGFa mice on Dox for 2 weeks were co-treated with PX-866 (3 mg/kg, every other day) and ARRY (37.5 mg/kg) either once a day (QD) or twice a day (BID) for 7 days. Total lung lysates that represent four separate mice in each group were analyzed by immunobloting. Western blot analysis was used to determine levels of phosphorylated ERK (B) and phosphorylated S6 (C) that normalized to the total ERK and S6 protein in lung homogenates, respectively. Data are means ± SEM, and statistical significance between groups was measured using one-way ANNOVA (n = 4/group).

To determine whether combined therapy with ARRY and PX-866 influences the progression of fibrosis when fibrosis is already established (following 4 weeks of Dox), TGFα transgenic mice were treated with ARRY and PX-866, either alone or in combination, while remaining on Dox for an additional 4 weeks (Figure 2A). Total lung weights and hydroxyproline levels were increased more than two-fold in TGFα transgenic mice treated with vehicle and Dox for 8 weeks compared with CCSP/− control mice on Dox (Figure 2B and 2C). Total lung weights were reduced in TGFα transgenic mice treated with either ARRY or PX-866 alone compared with vehicle-treated TGFα transgenic mice (Figure 2B). Combination therapy further reduced total lung weights compared with TGFα transgenic mice treated with either inhibitor alone (Figure 2B). Similarly, hydroxyproline levels were significantly reduced in mice treated with both PX-866 or combination therapy compared to TGFα transgenic mice treated with vehicle and combination therapy reduced hydroxyproline levels compared to ARRY-treated mice (Figure 2C). CCSP/TGFα mice treated with 8 weeks of Dox and administered vehicle show a significant loss in body weights compared to vehicle treated CCSP/− mice. Whereas, CCSP/TGFα mice treated with PX-866 alone showed a significant protection in body weight loss, while CCSP/TGFα mice treated with ARRY or combination therapy show reduced but not significant protection in body weight loss (Figure 2D).

**Figure 2:**
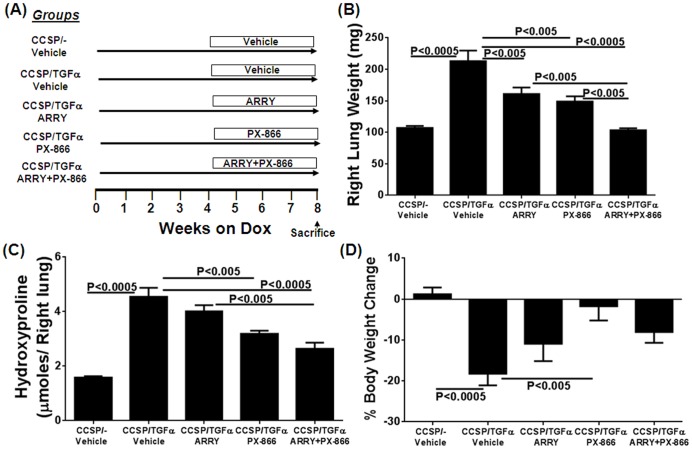
Inhibition of MEK and PI3K alone or in combination alters lung weights and collagen accumulation during TGFα-induced pulmonary fibrosis. (A) The treatment protocol is represented schematically. Controls included CCSP/− and CCSP/TGFα mice treated with vehicle for the last 4 weeks while remaining on Dox a total of 8 weeks. (B) Changes in the right lung weights of mice treated with vehicle or inhibitors. (C) Changes in the right-lung hydroxyproline levels of mice treated with vehicle or inhibitors. Data are means ± SEM, and statistical significance between groups was measured using one-way ANNOVA (n = 8–12/group). (D) Percent change in body weights of mice treated with vehicle or inhibitors. Data are means ± SEM, and statistical significance between groups was measured using one-way ANNOVA (n = 8–12/group).

### Combined Therapy Using Both MEK and PI3K Inhibitors is More Effective in Reversing Fibrotic Changes in the Lungs than Using Either Inhibitor Alone

Lung sections were stained with Masson Trichrome to visualize fibrotic changes in the lungs of CCSP/TGFα mice treated with either vehicle or inhibitors (Figure 3A). Overexpression of TGFα resulted in collagen deposition and thickening of adventitia, interstitium, and pleura in CCSP/TGFα mice treated with vehicle and Dox for 8 weeks (Figure 3A). Combination therapy resulted in notable reductions in collagen deposition in the fibrotic lesions, especially in the pleura, compared to CCSP/TGFα mice treated with either individual inhibitors or vehicle (Figure 3A). To quantify fibrotic changes in the pleura of lung sections, we measured the thickness of the pleura of vehicle- and inhibitor-treated groups (Figure 3B). CCSP/TGFα mice treated with either ARRY or PX-866 alone demonstrated reduced pleural thickness compared with vehicle-treated CCSP/TGFα mice (Figure 3B). Combined therapy further reduced the pleural thickness and was significantly reduced compared with ARRY-treated mice (Figure 3B). CCSP/TGFα mice treated with vehicle and Dox for 8 weeks show significant changes in the lung compliance compared with CCSP/− control mice (Figure 3C). Lung compliance was only improved in mice receiving combination therapy (Figure 3C). No deaths occurred in the controls, with one death in the vehicle or inhibitors-treated CCSP/TGFα mice on Dox. These deaths were unrelated to the fibrosis as they occurred early in the study before significant fibrosis develops. In addition treatment of mice with inhibitors alone or in combination did not lead to any changes in serum alanine aminotransferase (ALT) or creatinine (Cr) (Figure S1).

**Figure 3:**
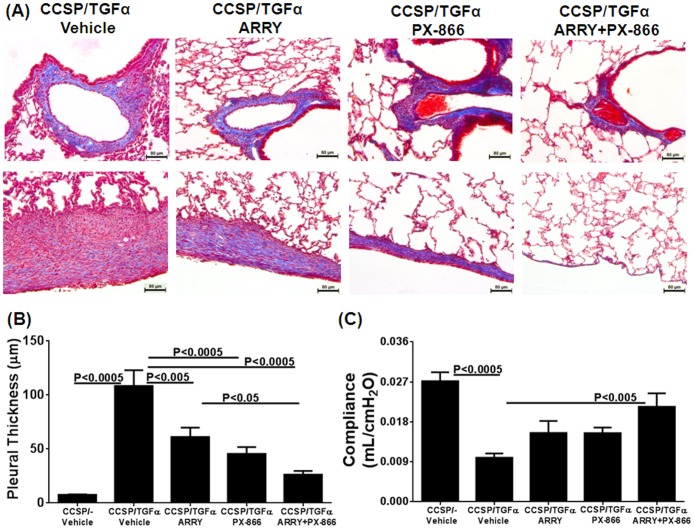
Inhibition of MEK and PI3K alone or in combination alters collagen accumulation and pleural thickening during TGFα-induced pulmonary fibrosis. (A) Representative photomicrographs of lung tissues stained with Masson Trichrome for each treatment group. Upper panel: area of airways, vessels, and parenchyma. Lower panel: pleural regions. Scale bar, 80 µm. (B) Pleural thickness of lung tissues stained with Masson Trichrome for treatment groups. (D) Inhibition of MEK and PI3K alone or in combination alters lung compliance during TGFα-induced pulmonary fibrosis. Data are means ± SEM, and statistical significance between groups was measured using one-way ANNOVA (n = 8–12/group).

To examine mechanisms whereby inhibitors alone or in combination prevent the progression of fibrotic disease in the CCSP/TGFα model, a gel contraction assay was performed on primary fibroblasts from the lungs of CCSP/TGFα mice on Dox for 4 weeks. Gels receiving inhibitors alone or in combination demonstrated significantly less contraction than untreated gels with the greatest improvement seen in fibroblasts receiving combination treatment (Figure 4A). One possible mechanism for improved contraction is reduced transformation of myofibroblasts. To determine changes in myofibroblasts in vivo, changes in the intensity of contractile protein smooth muscle α-actin (SMA) deposition were assessed in the pleural and advential areas of lung sections. Less SMA staining was seen in mice receiving inhibitors alone or in combination than vehicle-treated mice with the least staining seen in mice receiving combination treatment (Figure 4B).

**Figure 4:**
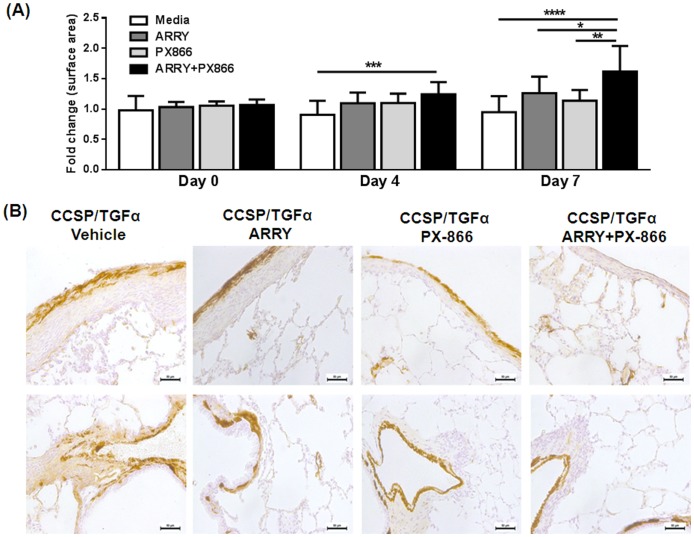
Inhibition of MEK and PI3K in combination alters contraction of collagen gels and SMA deposition in the lungs. (A) Primary fibroblasts from the lung cultures of CCSP/TGFα transgenic mice on Dox for 4 wks were platted in 3D collagen gels for 4 or 7 days with media, ARRY, PX866 or inhibitors combined. Images were taken to quantify the changes in the surface of 3D collagen gels (B) Representative photomicrographs of lung tissues for each treatment group (n = 4/group) demonstrate changes in SMA staining in the fibrotic lesions of the pleura (upper panel) and adventitia (lower panel).

### Combined Therapy using both MEK and PI3K Inhibitors is more Effective to Attenuate Cell Proliferation than using Either Inhibitor Alone

The excessive proliferation of mesenchymal and epithelial cells has been shown to contribute to progressive fibrosis in both human and mouse lungs. To determine the role of MEK and PI3K inhibitors in proliferation, we quantified changes in proliferation by counting Ki67-positive cells in lung sections. Overexpression of TGFα mice for 8 weeks had doubled cells staining for Ki67 compared with vehicle-treated CCSP/− mice. TGFα transgenic mice treated with either ARRY or PX-866 alone had reduced Ki67 staining compared with vehicle-treated TGFα transgenic mice (Figure 5 and Figure S2). Combined treatment resulted in a synergistic effect by further reducing the number of proliferating cells compared with vehicle-treated TGFα transgenic mice on Dox (Figure 5).

**Figure 5:**
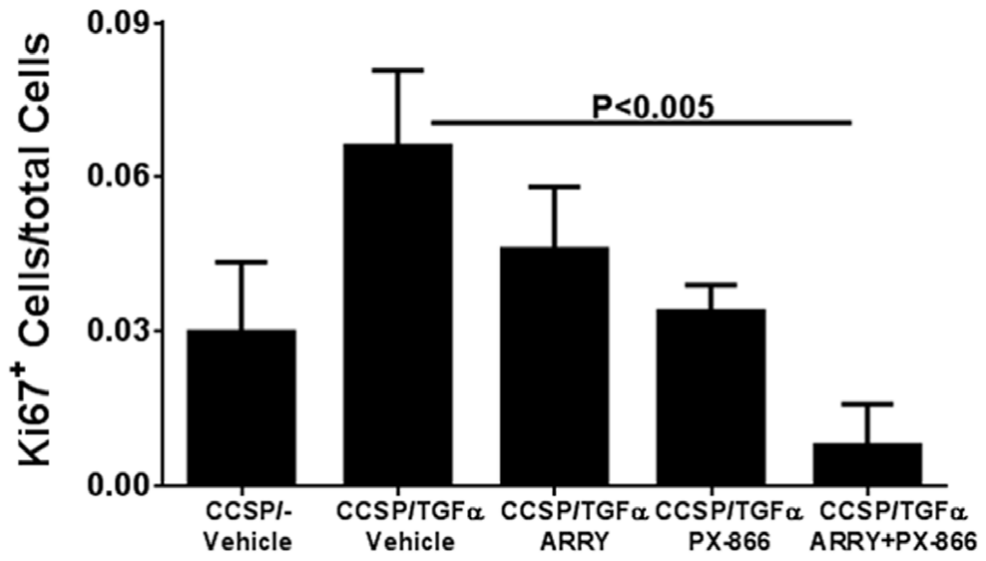
Inhibition of MEK and PI3K alone or in combination alters proliferating cells in the lung during TGFα-induced pulmonary fibrosis. Changes in the number Ki67 positive cells of mice in each group on Dox for 8± SEM and statistical significance between groups was measured using one-way ANNOVA (n = 4–5/group).

### Combined Therapy Using Both MEK and PI3K Inhibitors is More Effective in Reversing the Expression of Genes Associated with Proliferation and Fibrosis than Using Either Inhibitor Alone

To identify unique and overlapping molecular networks by which MEK and PI3K pathways regulate proliferation of cells and fibrosis in the lung, we assessed gene-expression changes in the lungs of TGFα mice treated with vehicle or inhibitors using next-generation sequencing. 

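RNA from lung tissue of 5 groups of mice was sequenced, with 4 libraries per group. By the sample titles and the legend of Figure 6, the control mice, called the Normal group, were CCSP/− mice, which carry no TGFα transgene. The legend of Figure 2 places CCSP/− controls on vehicle. The Fibrosis group consisted of vehicle-treated CCSP/TGFα mice, in which doxycycline (Dox) induces TGFα in the lung epithelium. The other groups were CCSP/TGFα mice treated during the last 4 of 8 weeks on Dox with the MEK inhibitor ARRY (37.5 mg/kg), with the PI3K inhibitor PX-866 (3 mg/kg) or with both (ARRY/PX-866). The legend of Figure 6 and the sample titles place the Normal mice on Dox for 8 weeks, whereas the Methods compare Day 0 with Week 8 and the library names of these mice carry a time of 0. Those names also carry TGFa, as the names of the Fibrosis libraries do. The names therefore leave the genotype of the Normal mice open, and the titles and the legend are followed here. The authors aligned the reads with TopHat, removed alignments of low confidence with SAM tools, counted reads over the coding region of each gene and deposited log2(RPKM + 1) values for 22692 genes, where RPKM is the number of reads per kilobase of coding region, scaled to the depth of the library. The paper's text names no genome build, and genes are identified here by symbol and Entrez ID. Whole reads could be recovered from 100% of the 359162 values above 0, which gave the depth of each library. The Normal libraries held between 12069232 and 13997710 reads counted on genes (median 13121682), and the Fibrosis libraries between 10738248 and 13265923 (median 10918596). The ARRY libraries held 29196862 to 32591757 reads (median 29861731), the PX-866 libraries 23953606 to 32364484 (median 27611470) and the ARRY/PX-866 libraries 22114681 to 30343837 (median 26380770). The mean over the 20 libraries was 21821242 reads, and the paper's reported average is approximately 25000000. For the comparisons, the deposited values were converted to RPKM and tested as log2(RPKM + 0.1), a scale that understates the change of low genes, with limma over the 17029 genes with a mean of at least 0.1 RPKM. The Fibrosis and Normal groups were compared in a fit of their 8 libraries, and the inhibitor groups in a fit of all 20. These choices, and the rule for the genes to be named, were made before the data were examined. The library names form 2 sets: 1 holds the 8 libraries of the Normal and Fibrosis groups, and the other the 12 libraries of inhibitor-treated mice, with a median depth 2.37 times as high. Each comparison of an inhibitor group with the Fibrosis or the Normal group is also a comparison of the library sets, and these cannot be told apart, whereas comparisons among the inhibitor groups lie within 1 set. In that set the ARRY libraries were sequenced on lane 5 and the ARRY/PX-866 libraries on lane 6, while PX-866 replicates 1 and 2 were on lane 5 and replicates 3 and 4 on lane 6. The Normal and Fibrosis libraries were sequenced on lanes 1 to 8, with 1 library per lane.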

As shown in Figure 6, there were two clusters of differentially-expressed genes in the fibrotic lungs of TGFα mice on Dox for 8 weeks compared to control mice. 

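Of the 17029 genes tested, 7886 differed between the Fibrosis and Normal groups at an unadjusted p under 0.05 (limma). In 6267 genes (36.8%), the 4 Fibrosis libraries and the 4 Normal libraries did not overlap, against the 2.86% that chance gives for 4 against 4. Among the genes without overlap and with an adjusted p under 0.05, the largest rises were in Mycn, Angptl7, Gdf6, Ncam1 and Apod. Angptl7 (Entrez ID 654812) rose from 1.01 ± 0.279 RPKM (SD, n = 4) in the Normal group to 42.6 ± 27.8 RPKM (SD, n = 4) in the Fibrosis group, a log2 fold change of 5.08 (standard error 0.42, adjusted p = 0.000321, limma with Benjamini-Hochberg adjustment). The log2 fold changes of Gdf6, Ncam1 and Apod were 4.70, 4.12 and 3.83. Exons of Ncam1 overlap an antisense transcript on the opposite strand in the GENCODE annotation, and the paper's text does not name whether the counting used the strand. The largest falls by the same criteria were in Cyp1a1, Snord66, Myl3, Crabp1 and Clca1, all of which lay near the lower limit of detection in the Fibrosis libraries. Cyp1a1 (Entrez ID 13076) fell from 8.29 ± 2.88 RPKM (SD, n = 4) to 0.119 ± 0.0517 RPKM (SD, n = 4), which corresponds to 3 to 6 reads per Fibrosis library (log2 fold change -5.22, standard error 0.27, adjusted p = 0.000153, limma with Benjamini-Hochberg adjustment). The Fibrosis libraries held 2 to 4 reads of Myl3, 1 to 2 of Crabp1 and 0 to 2 of Clca1. Snord66, which lies within an exon of Eif4g1, had 1 to 3 reads in the Normal libraries and was listed at 0 in each Fibrosis library, so that no fold change is given.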

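At an unadjusted p under 0.05 (limma) and a change of at least 2-fold, the criteria named in the Methods, 695 of the 17029 genes tested were higher in the lungs of the Fibrosis group than in the Normal group and 847 were lower. With the p-value adjusted by the Benjamini-Hochberg method in place of the unadjusted one, 647 genes were higher and 799 were lower. The counts depended most on the number added to the RPKM before the logarithm. With 1 in place of 0.1 added, which shrinks the changes of low genes further, 330 genes were higher and 374 were lower. With 0.01 added, 795 genes were higher and 1002 were lower. When each of the 8 libraries was left out in turn, between 658 and 760 genes were higher and between 760 and 962 were lower.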

The list of genes in Cluster 1 and Cluster 2 represent genes that are upregulated (769 genes) or down regulated (1021 genes) approximately two fold or more following TGFα overexpression for 8 weeks. 

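Compared with the Fibrosis group, 1826 genes were higher and 844 were lower in ARRY-treated lungs at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). In PX-866-treated lungs 1413 genes were higher and 1025 were lower by the same test. The excess of higher calls depended on the scaling of the libraries. Under quantile normalization it reversed, to 1238 higher and 1745 lower with ARRY and 1108 and 1690 with PX-866. Under median-ratio scaling it shrank to 1473 and 1412 with ARRY and 1369 and 1265 with PX-866. With an unadjusted p under 0.05 and a change of at least 2-fold as the criterion, the counts were 869 genes for ARRY and 1023 for PX-866, the lowest among all alternatives. With each library left out in turn, the counts lay between 1779 and 2407 genes for ARRY and between 1566 and 3399 for PX-866, where the lowest of both were obtained without Fibrosis replicate 4 and the highest for PX-866 without PX-866 replicate 4. Of the 695 genes that were upregulated in fibrosis, 88 (12.7%) were called lower with ARRY and 81 (11.7%) with PX-866. Of the 847 down regulated genes, 133 (15.7%) were called higher with ARRY and 84 (9.92%) with PX-866. The direction of the change, without regard to its significance, was toward the Normal group for 78.5% of the 1542 genes with ARRY and 71.1% with PX-866. Unchanged groups drawn around the Fibrosis means moved a median of 64.1% of the genes toward the Normal group after the same selection of genes, with 95% of 100 draws between 45.0% and 75.7%, and 2 draws were as large as ARRY and 16 as large as PX-866. In the direct comparison of PX-866 with ARRY, 1 gene passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment), although 938 genes had an unadjusted p under 0.05. That gene, Mfsd2a, was singled out after its values were seen and was lower with PX-866 (log2 fold change -1.85, standard error 0.27, adjusted p = 0.0343, limma with Benjamini-Hochberg adjustment). Its call was lost in 16 of 24 alternatives, with adjusted p between 0.00353 and 0.997 over all of them.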

Treatment with either ARRY or PX-866 alone had a significant effect in altering expression levels for gene transcripts that are up regulated or down regulated in the fibrosis group (Figure 6). 

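For each inhibitor-treated lung, the change of every gene from the Fibrosis mean was divided by the difference between the Normal and Fibrosis means, so that 0 stands for the Fibrosis mean and 1 for the Normal mean. The median of this reversal over the 1542 genes changed in fibrosis was 0.257 ± 0.0372 (SD, n = 4) with ARRY, 0.196 ± 0.0702 (SD, n = 4) with PX-866 and 0.479 ± 0.0802 (SD, n = 4) with ARRY/PX-866. Each of the 4 lungs treated with ARRY/PX-866 lay above all lungs treated with either single inhibitor. The difference was 0.222 from ARRY and 0.282 from PX-866 (p = 0.0286 for each, two-sided exact permutation test, the smallest p that 4 lungs against 4 allow), whereas the lungs of PX-866 and ARRY overlapped (difference −0.0608, p = 0.200, two-sided exact permutation test). PX-866 replicates 3 and 4, which shared lane 6 with the ARRY/PX-866 libraries, had a reversal of 0.245 and 0.0924. Unchanged groups drawn around the Fibrosis means had a median reversal of 0.0696 after the same selection of genes, with a largest value of 0.224 in 100 draws. The ARRY/PX-866 mean was closer to the Normal mean than either single-inhibitor mean for 1034 of the 1542 genes (67.1%), with 530 of the upregulated genes (76.3%) and 504 of the down regulated genes (59.5%). The ARRY mean was the closest for 347 genes (22.5%) and the PX-866 mean for 161 (10.4%). Across 32 alternative settings this share stayed between 63.2% and 76.7%. These settings did not include the lane, which parts the ARRY/PX-866 from the ARRY libraries, nor the day tag or the skeletal muscle transcripts. Compared with the Fibrosis group, 1825 genes were higher and 2239 were lower with ARRY/PX-866 at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and these included 287 (41.3%) of the upregulated genes called lower and 299 (35.3%) of the down regulated genes called higher. The largest change in this count was to 1141 genes with an unadjusted p under 0.05 and a 2-fold change as the criterion. Relative to ARRY, 233 genes were higher and 826 were lower with ARRY/PX-866, and relative to PX-866, 210 were higher and 147 were lower (limma with the same adjustment). Lane 5 or 6 of the inhibitor-treated libraries was added to the model as a factor, an alternative chosen after the data were seen. The Fibrosis and Normal libraries were held at the level of lane 5. These totals of 1059 and 357 genes then fell to 78 and 152. The lane difference is estimated from the 4 PX-866 libraries, in which the lane coincides with the day tag and the level of Y-linked transcripts. An estimate from so few libraries widens the error of these comparisons, so calls can be lost without the lane being their cause. The median change of all genes from ARRY to ARRY/PX-866 went from −0.09 to −0.19. The comparison with PX-866 gave 0 genes when only those groups were fitted, with 2044 genes at an unadjusted p under 0.05, and 12 genes without ARRY/PX-866 replicate 1, 59 without replicate 2, 1037 without replicate 3 and 105 without PX-866 replicate 4. Replicate 3 of ARRY/PX-866 had skeletal muscle transcripts at a geometric mean of 1030 RPKM, against at most 1.33 RPKM in the other libraries of its group. Such transcripts were high in 6 of the 12 inhibitor-treated libraries, and tissue other than lung in some samples remains a candidate explanation. The balance of the comparison with PX-866 depended on single libraries. Lower calls were in excess without ARRY/PX-866 replicate 4 (179 higher, 254 lower) and without PX-866 replicate 1 (207, 225), 2 (127, 133) or 4 (52, 53). Higher calls stayed in excess without PX-866 replicate 3 (268, 190) and without ARRY/PX-866 replicate 2 (41, 18) or 3 (669, 368). The comparison with ARRY gave 377, 618, 606 and 496 genes without ARRY replicate 1, 2, 3 or 4, and 494 and 446 without ARRY/PX-866 replicate 1 or 2.

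**Figure D1:**
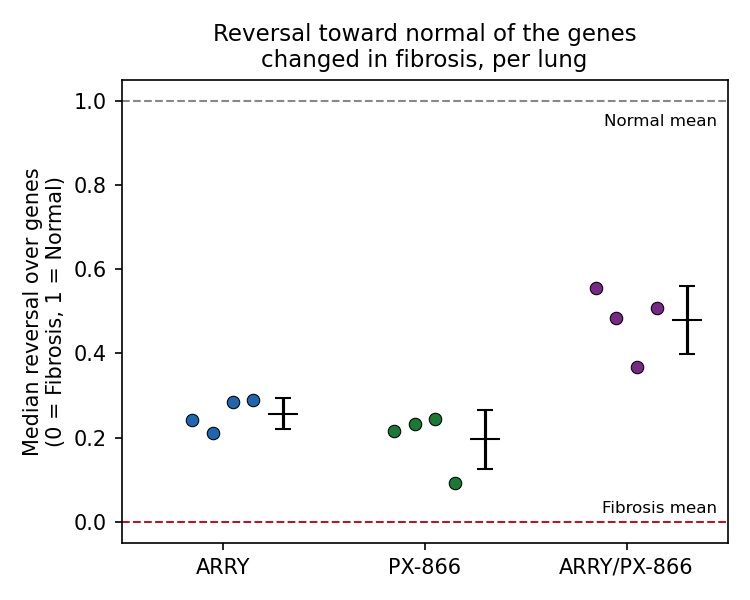
Median reversal over the 1542 genes changed in fibrosis, on a scale without units where 0 is the Fibrosis mean and 1 the Normal mean (dashed lines). Points are single lungs (n = 4 per group), the horizontal mark beside them is the group mean and the bars are the SD; the 4 lungs with ARRY/PX-866 sit between 0.367 and 0.556, above the highest single-inhibitor lung at 0.290.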

Notably, combined ARRY/PX-866 therapy (Column 5, ARRY+PX-866) was more effective in reversing transcript expression levels for the majority of genes that were differentially expressed in the fibrosis group (Column 2, fibrosis). 

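Genes named in Figure 6 as upregulated were examined one by one in the ARRY/PX-866 and Fibrosis groups. The elastin gene Eln (Entrez ID 13717) was at 193 ± 70.2 RPKM (SD, n = 4) in the Normal group, 562 ± 167 RPKM (SD, n = 4) in the Fibrosis group and 136 ± 49.6 RPKM (SD, n = 4) with ARRY/PX-866, and fell by 2.08 on the log2 scale with the combination (standard error 0.46, adjusted p = 0.00351, limma with Benjamini-Hochberg adjustment). Areg (Entrez ID 11839) went from 13.8 ± 4.19 RPKM (SD, n = 4) in the Fibrosis group to 3.69 ± 1.35 RPKM (SD, n = 4), a log2 fold change of -1.88 (standard error 0.33, adjusted p = 0.000527, limma with Benjamini-Hochberg adjustment). Among the collagen genes, Col8a1 (Entrez ID 12837) went from 36.8 ± 9.70 to 11.9 ± 3.73 RPKM (SD, n = 4 each; log2 fold change -1.64, adjusted p = 0.000122, limma with Benjamini-Hochberg adjustment) and Col5a2 (Entrez ID 12832) from 81.1 ± 16.7 to 35.1 ± 10.1 RPKM (SD, n = 4 each; log2 fold change -1.23, adjusted p = 0.00193 from the same test). The fibronectin gene Fn1 (Entrez ID 14268) went from 384 ± 169.8 to 158 ± 81.1 RPKM (SD, n = 4 each; log2 fold change -1.34, adjusted p = 0.0198, limma with Benjamini-Hochberg adjustment) and the integrin gene Itgb8 (Entrez ID 320910) from 1.39 ± 1.01 to 0.483 ± 0.123 RPKM (SD, n = 4 each; log2 fold change -1.14, adjusted p = 0.0329 from the same test). These 2 were no longer past an adjusted p of 0.05 without ARRY/PX-866 replicate 1 or 2 or without Fibrosis replicate 3, with adjusted p between 0.0655 and 0.111 (limma), and Itgb8 (0.0632) also not without Fibrosis replicate 1. The same held in the fit of these groups only (adjusted p = 0.0567 for Fn1 and 0.111 for Itgb8) and with the lane as a factor (0.135 and 0.183), and for Itgb8 with the day tag (0.0655), without a filter on RPKM (0.0510), with thinned reads (0.0747) and with the skeletal muscle covariate (0.0511, limma). Over all alternatives the adjusted p lay between 0.00376 and 0.135 for Fn1 and between 0.00701 and 0.183 for Itgb8 (limma, Benjamini-Hochberg). The chemokine gene Ccl2 (Entrez ID 20296) was higher with ARRY/PX-866, at 16.1 ± 3.95 RPKM (SD, n = 4), than in the Fibrosis group, at 4.42 ± 1.96 RPKM (SD, n = 4), a log2 fold change of 1.91 (standard error 0.46, adjusted p = 0.00623, limma with Benjamini-Hochberg adjustment), and it was also higher with ARRY alone (log2 fold change 1.65, adjusted p = 0.0205). Ereg, Mmp10, Mmp14, Timp1, Cdk1, Col5a1 and Col5a3 were lower on average with ARRY/PX-866 than in the Fibrosis group, with log2 fold changes between -0.75 and -0.40, but none of these passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment; adjusted p between 0.0839 and 0.593). With the lane as a factor, an alternative chosen after the data were seen, the change of Ereg was 0.000709 and those of Mmp10 and Timp1 were 0.71 and 0.42. In comparisons with the Fibrosis group this factor shifts ARRY/PX-866 alone, by the lane difference within PX-866, and does not correct the lanes of the Fibrosis libraries. Ranked by the size of the fall with ARRY/PX-866 among the 695 upregulated genes, Mycn was at place 4, Eln 15, Areg 26, Col8a1 41, Fn1 91, Col5a2 126 and Itgb8 158, whereas Ereg was at place 325, Mmp14 384, Col5a3 400, Timp1 411, Mmp10 490 and Ccl2 693. Exons of Col5a1, Eln, Fn1 and Ereg overlap a noncoding transcript on the opposite strand in the GENCODE annotation, and reads of the 2 genes cannot be separated where counting ignores the strand.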

Genes with the largest decreases in Cluster 1 include extracellular matrix genes (collagens, elastin, and integrin genes), chemokines (CCL2 and CCR5), regulators of fibroproliferation (MYCN, FN1, AREG, and EREG), and proteases involved in ECM remodeling (MMP10, MMP14, and TIMP1) (Figure 6). Similarly, the expression of down regulated genes in the fibrosis group was reversed and was more similar to control mice than mice treated with dual inhibitors, and includes transcription factors and cadherins (Cdh5, Cav1, Sox2, and Nptx1) (Figure 6).

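Cdh5 (Entrez ID 12562), which encodes VE-cadherin, was at 316 ± 13.1 RPKM (SD, n = 4) in the Normal group, 133 ± 29.3 RPKM (SD, n = 4) in the Fibrosis group and 167 ± 25.9 RPKM (SD, n = 4) with ARRY/PX-866. Its fall in fibrosis had a log2 fold change of -1.27 (standard error 0.14, adjusted p = 0.000668, limma with Benjamini-Hochberg adjustment), and its rise of 0.34 with the combination was within the spread between lungs (standard error 0.15, adjusted p = 0.0996, limma with Benjamini-Hochberg adjustment). That rise passed the threshold under median-ratio scaling (adjusted p = 0.0445) and without Fibrosis replicate 3 (adjusted p = 0.0175), within a range of 0.0175 to 0.964 over all alternatives (limma, Benjamini-Hochberg). Sox2 (Entrez ID 20674) fell from 3.81 ± 0.384 to 1.95 ± 0.642 RPKM (SD, n = 4 each) in fibrosis and was at 4.28 ± 0.607 RPKM (SD, n = 4) with the combination, a log2 fold change from the Fibrosis group of 1.13 (standard error 0.29, adjusted p = 0.00839, limma with Benjamini-Hochberg adjustment). Nptx1 (Entrez ID 18164) fell from 19.8 ± 1.64 to 8.12 ± 1.69 RPKM (SD, n = 4 each) and was at 13.2 ± 1.63 RPKM (SD, n = 4) with the combination (log2 fold change 0.70, adjusted p = 0.0126, limma with Benjamini-Hochberg adjustment). Cav1 (Entrez ID 12389) fell from 362 ± 29.8 to 161 ± 26.6 RPKM (SD, n = 4 each) and was at 243 ± 57.8 RPKM (SD, n = 4) with the combination (log2 fold change 0.58, adjusted p = 0.0138, limma with Benjamini-Hochberg adjustment). The call of Cav1 was lost without Fibrosis replicate 2 (adjusted p = 0.0524), ARRY/PX-866 replicate 1 (0.0504) or replicate 2 (0.0540), in the fit of these groups only (0.0837) and under quantile normalization (0.306), within a range of 0.00120 to 0.306 over all alternatives (limma, Benjamini-Hochberg). The call of Nptx1 was lost with the lane as a factor (adjusted p = 0.108, the highest in a range from 0.00627, limma). Compared with the Normal group, the ARRY/PX-866 group was still lower in Cdh5 (log2 fold change -0.93), Cav1 (-0.61) and Nptx1 (-0.59), each with an adjusted p between 0.000173 and 0.0353 (limma with Benjamini-Hochberg adjustment), whereas Sox2 was not distinguishable from it (0.16, adjusted p = 0.749). Over the 7 down regulated genes named in Figure 6, 7 were called lower in fibrosis and 3 were called higher with the combination than in the Fibrosis group, and the counts adjusted over the list alone were also 7 and 3. The list was chosen by the study on these samples, so the counts adjusted over the list alone are not independent evidence.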

**Figure 6:**
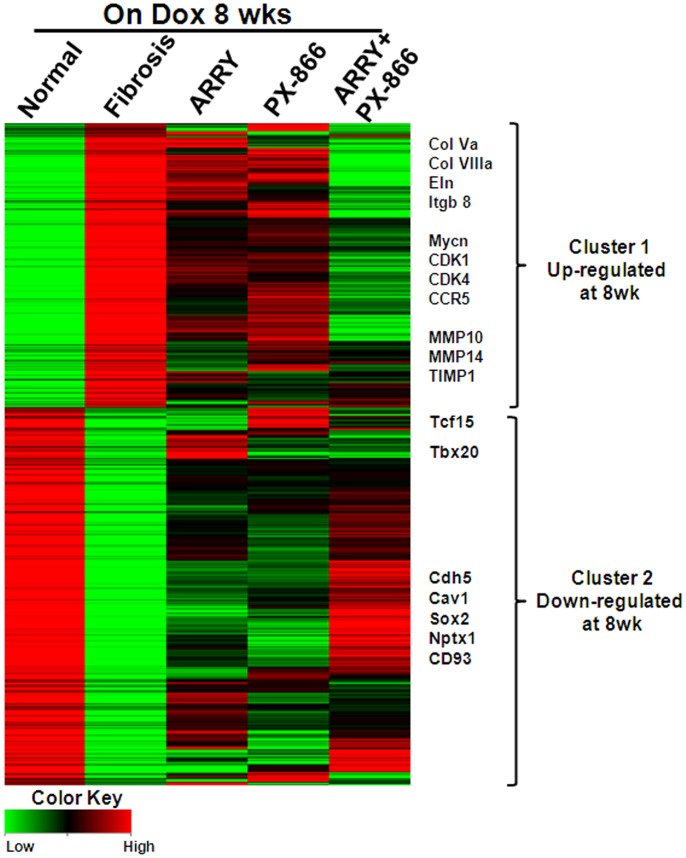
Inhibition of MEK and PI3K alone or in combination alters the transcriptome of the lung during TGFα-induced pulmonary fibrosis. Heatmap depicting expression levels of total lung genes with at least a two-fold change from CCSP/− control mice on Dox for 8 wks. Differentially expressed genes (up- or down-regulated) by ≥ two-fold in the fibrosis, ARRY, PX-866, ARRY/PX-866 in combination treatment groups are shown. Expression levels of these genes were either maintained or enriched in the combination group as compared to both single inhibitors. Several known fibrotic genes that are significantly down regulated in combined therapy are highlighted using their gene symbols.

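Over the 695 genes upregulated in fibrosis, the median log2 fold change from the Fibrosis group was −0.33 with ARRY, −0.27 with PX-866 and −0.69 with ARRY/PX-866. Over the 847 down regulated genes it was 0.43, 0.27 and 0.65. In the direct comparison with ARRY, the combination lowered the upregulated genes by a median log2 fold change of −0.40 and raised the down regulated genes by 0.21, and against PX-866 these medians were −0.45 and 0.32. Gene by gene, 62 upregulated genes were called lower and 1 higher with the combination than with ARRY, and 104 down regulated genes were called higher and 15 lower (adjusted p under 0.05, limma with Benjamini-Hochberg adjustment). Against PX-866, 27 upregulated genes were called lower and 1 higher, and 81 down regulated genes were called higher and 1 lower. The median over all 17029 genes was −0.09 for the comparison with ARRY and −0.06 for that with PX-866. With median-ratio scaling of the libraries this median moved to 0.01 for the comparison with ARRY, and the genes called changed from 233 higher and 826 lower to 407 higher and 247 lower.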

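Of the 17 genes that Figure 6 and the text name as upregulated, 16 passed an adjusted p of 0.05 between the Fibrosis and Normal groups (limma with Benjamini-Hochberg adjustment), and 17 did when adjusted over the list alone. Of these 16 calls, those of Mmp10, Itgb8, Ccl2 and Col5a1 were lost with the day tag as a factor (adjusted p = 0.0720, 0.0722, 0.0518 and 0.0547, limma) and without Normal replicate 2 (0.105, 0.0681, 0.101 and 0.0542, limma). Among the other libraries left out, Mmp10 was lost without Normal replicate 1 (0.0662), 3 (0.0533) or 4 (0.108) or Fibrosis replicate 1 (0.0950) or 3 (0.0815), Itgb8 without Normal replicate 1 (0.0756) or 3 (0.0812) or Fibrosis replicate 1 (0.0637) or 2 (0.0506), Ccl2 without Normal replicate 1 (0.103) or 4 (0.101) or Fibrosis replicate 1 (0.0750), 3 (0.0864) or 4 (0.0752), and Col5a1 without Normal replicate 3 (0.0526) or 4 (0.0610, limma). Without a filter on RPKM, Mmp10 (0.0830), Itgb8 (0.0616) and Ccl2 (0.0770) were not called either, nor Mmp10 (0.0577) and Itgb8 (0.0530) with a pseudocount of 1, Mmp10 with thinned reads (0.0650) and Itgb8 with the replicate block (limma). The other 12 calls were lost only with the skeletal muscle covariate, which parts the Normal from the Fibrosis libraries and with which all 16 are lost. With ARRY/PX-866, 8 of them were called lower than in the Fibrosis group and 1 higher, with a median log2 fold change of −0.75 over the 17 genes. Adjusted over the list alone, 9 were called lower and 1 higher, which is not independent evidence, since the study picked the list on these samples. With ARRY alone 5 were called lower and 1 higher, and with PX-866 alone 1 was called lower; adjusted over the list alone these counts were the same. The combination was called lower than ARRY in 2 of the genes (3 adjusted over the list alone) and lower than PX-866 in 3 (6 adjusted over the list alone). The median of −0.75 with ARRY/PX-866 lay between −1.18 and −0.63 over all alternatives and was −1.12 without ARRY/PX-866 replicate 3.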

The network of genes that contribute to the excessive proliferation of cells in fibrotic lesions is of major interest, since combined therapy was more effective in inhibiting proliferation of cells in the lung. Also, the gene targets regulated by both MEK and PI3K pathway-driven proliferation are largely unknown. Heat mapping was used to show the top genes that are differentially expressed and involved in cell proliferation, using ingenuity pathway analysis. As shown in Figure 7A, both the MEK and PI3K pathways altered the expression of the majority of genes involved in cell proliferation and fibrotic disease. 

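The heat map of Figure 7A shows 14 genes: Mycn, Apod, Timp1, Tnc, Thbs2, Calca, Col8a1, Arg1, Spp1, Enpp1, Vcan, Fn1, Areg and Ereg. All 14 were higher in the Fibrosis group than in the Normal group at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment; 14 also when adjusted over the list alone), with a median log2 fold change of 3.32. From the Fibrosis level, the median log2 fold change of the 14 genes was −0.58 with ARRY, −0.25 with PX-866 and −1.07 with ARRY/PX-866. With ARRY 3 genes were called lower, Col8a1, Fn1 and Areg (4 adjusted over the list alone). The change of Col8a1 was -0.78 (standard error 0.25, adjusted p = 0.0387), that of Fn1 -1.40 (standard error 0.39, adjusted p = 0.0217) and that of Areg -1.25 (standard error 0.33, adjusted p = 0.0153, each limma with the same adjustment). Leaving out ARRY replicate 1 removed all 3 calls, with adjusted p of 0.0914 for Col8a1, 0.0640 for Fn1 and 0.0592 for Areg, within ranges over all alternatives of 0.0103 to 0.116, 0.00425 to 0.0723 and 0.00553 to 0.0592 (limma). The call of Col8a1 was also lost without ARRY replicate 3 (adjusted p = 0.0675) or 4 (0.100) and without Fibrosis replicate 1 (0.0713), 3 (0.116) or 4 (0.0734), that of Fn1 without ARRY replicate 3 (0.0643) or Fibrosis replicate 3 (0.0723), and that of Areg without Fibrosis replicate 4 (0.0507, limma). Col8a1 was also not called with the day tag as a factor (adjusted p = 0.0503), without a filter on RPKM (0.0662), with the replicate block, and with the skeletal muscle covariate (0.0606, limma), an alternative chosen after the data were seen. With PX-866 1 gene, Areg, was called lower (log2 fold change -1.59, standard error 0.33, adjusted p = 0.00293, limma with the same adjustment; 1 adjusted over the list alone), and this call was kept under all 22 alternatives. With ARRY/PX-866 6 genes were called lower, Mycn, Thbs2, Col8a1, Fn1, Areg and Enpp1 (6 adjusted over the list alone). Thbs2 (Entrez ID 21826) fell by 1.93 on the log2 scale (adjusted p = 0.00326) and Enpp1 (Entrez ID 18605) fell by 1.24 (adjusted p = 0.0192; 0.0605 without ARRY/PX-866 replicate 1, 0.0724 without replicate 2, 0.0634 without Fibrosis replicate 3, 0.0505 in the fit of these groups only and 0.595 with the lane as a factor, within a range from 0.0116; limma). The call of Thbs2 was lost only with the lane as a factor (adjusted p = 0.0679, the highest in a range from 0.00189, limma). Only Mycn and Col8a1 were called lower with ARRY/PX-866 than with ARRY (2 adjusted over the list alone) and than with PX-866 (4 adjusted over the list alone). The single gene called between PX-866 and ARRY lies outside the list. Because the study selected the 14 genes on these samples, the counts adjusted over the list alone are not independent evidence.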

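Mycn transcripts (Entrez ID 18109) were at 1.37 ± 0.149 RPKM (SD, n = 4) in the lungs of Normal mice and at 71.8 ± 55.9 RPKM (SD, n = 4) in the Fibrosis group. The 4 Fibrosis lungs had 22, 139, 29.7 and 96.6 RPKM, a wide spread that nonetheless stayed above every Normal lung. The log2 fold change was 5.22 (standard error 0.57, adjusted p = 0.000676, limma with Benjamini-Hochberg adjustment; p = 0.0286, two-sided exact permutation test), the largest rise of all genes whose groups did not overlap and whose adjusted p was under 0.05. With each library left out in turn the log2 fold change stayed between 4.77 and 5.65. The adjusted p was past 0.05 only with the skeletal muscle score of each library as a covariate, an alternative chosen after the data were seen whose values part the Normal from the Fibrosis libraries (0.759, within a range from 0.000192, limma).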

One of the top genes in this list is the transcriptional regulator of proliferation, MYCN, which is highly induced in the lungs of fibrotic mice (Figure 7A and 7B). Notably, combined ARRY/PX-866 therapy was more effective in reducing transcripts for MYCN in the lungs compared to vehicle or single-inhibitor treatment (Figure 7A and 7B). 

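In the RNA-seq libraries, Mycn was at 50.9 ± 22.7 RPKM (SD, n = 4) with ARRY, 73.9 ± 55.9 RPKM (SD, n = 4) with PX-866 and 6.91 ± 0.711 RPKM (SD, n = 4) with ARRY/PX-866. Neither single inhibitor separated from the Fibrosis group, with log2 fold changes of -0.26 (standard error 0.66, adjusted p = 0.841) for ARRY and -0.08 (standard error 0.66, adjusted p = 0.952, limma with Benjamini-Hochberg adjustment) for PX-866. The sign of both changes depended on single lungs: the ARRY change was between −0.69 and 0.19 and the PX-866 change between −0.57 and 0.70 when each library was left out in turn. With ARRY/PX-866, Mycn fell by 2.97 on the log2 scale from the Fibrosis group (standard error 0.66, adjusted p = 0.00351, limma with Benjamini-Hochberg adjustment), and this call was kept under all 22 alternatives, with changes between −4.52 and −2.52. The change was -2.71 relative to ARRY (standard error 0.66, adjusted p = 0.0239) and -2.88 relative to PX-866 (standard error 0.66, adjusted p = 0.0331, limma with Benjamini-Hochberg adjustment). Each lung with ARRY/PX-866 was below every lung of the Fibrosis, ARRY and PX-866 groups (p = 0.0286 in each comparison, two-sided exact permutation test, the smallest that 4 lungs against 4 allow). The calls relative to the single inhibitors were lost when ARRY/PX-866 replicate 1 or 2 was left out, with adjusted p of 0.0550 and 0.0550 against ARRY, within a range of 0.0211 to 0.0709 over all alternatives, and of 0.0904 and 0.0838 against PX-866, within a range of 0.00812 to 0.238 (limma). The former call was also lost without ARRY replicate 1, 2 or 4 (0.0676, 0.0536 and 0.0660) and with the lane as a factor (0.0709), and the latter without PX-866 replicate 1 or 4 (0.0566 and 0.0827), under the day tag as a factor (0.0733), without a filter on RPKM (0.0609) and with only the groups compared in the fit (0.238, limma). With ARRY/PX-866, Mycn remained above the Normal group (log2 fold change 2.25, standard error 0.66, adjusted p = 0.0217, limma with Benjamini-Hochberg adjustment).

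**Figure D2:**
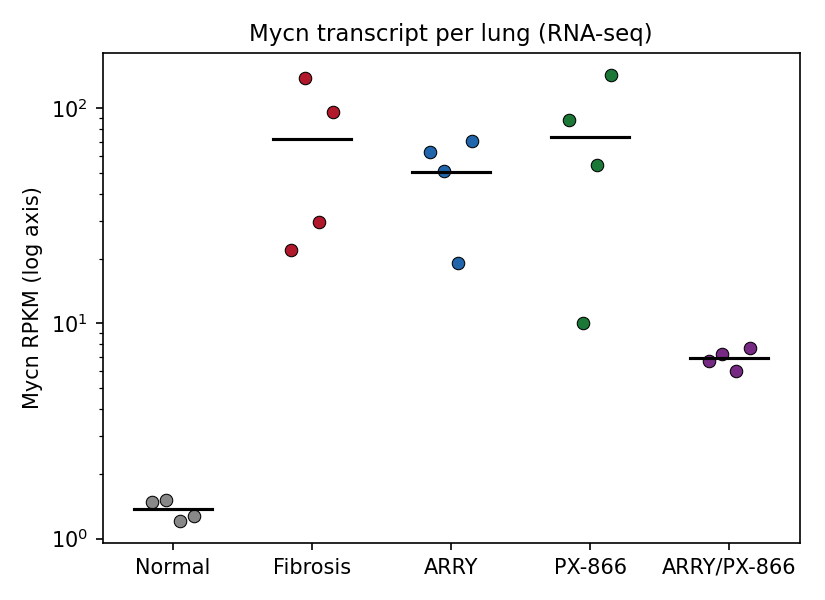
Mycn transcript level in RPKM (log axis) in each of the 4 lungs of the 5 groups; points are single lungs and the black bar is the group mean. The ARRY/PX-866 lungs sit between 6.04 and 7.69 RPKM, below all Fibrosis, ARRY and PX-866 lungs and above the Normal mean of 1.37 RPKM.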

The expression of cyclin-dependent kinases are critical for cell-cycle progression, and the combined therapy was most effective in reducing CDK4 transcript levels compared to vehicle treatment (Figure 7C).

**Figure 7:**
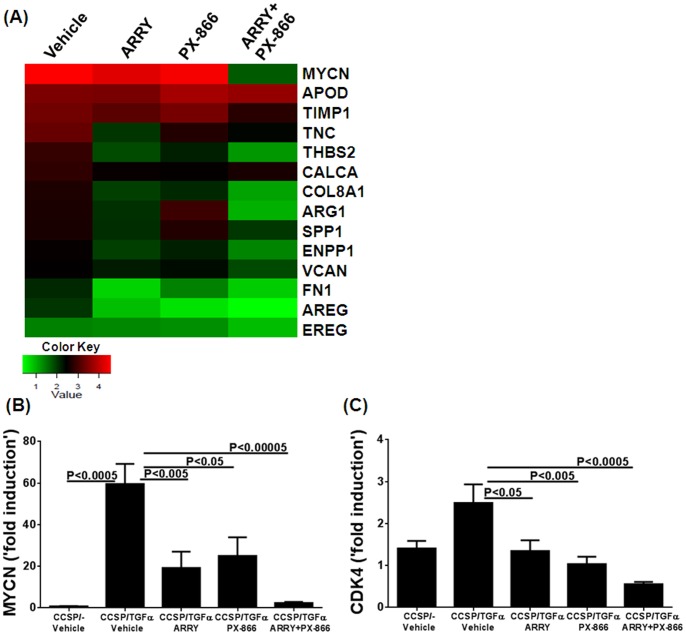
Inhibition of MEK and PI3K alone or in combination alters transcripts involved in the proliferation of cells in the lung during TGFα-induced pulmonary fibrosis. (A) Heatmap depicting expression levels of several top genes involved in proliferation, based on ingenuity pathway analysis. Up-regulated genes in the lungs of mice treated with vehicle, ARRY, PX-866, or ARRY/PX-866 in combination are shown. (B) MYCN transcript levels in the lungs of each treatment group on Dox for 8 wks, during which mice were treated with either vehicle or inhibitors for the last 4 wks (C) CDK4 transcript levels in the lungs of each treatment group on Dox for 8 wks, during which mice were treated with either vehicle or inhibitors for the last 4 wks. Data are means ± SEM, and statistical significance between groups was measured using one-way ANNOVA (n = 4/group).

## Discussion

Pulmonary fibrosis complicates a wide range of adult and pediatric diseases including autoimmune, inflammatory, and idiopathic disorders [2], [36]. In most of these progressive disorders the specific genetic or molecular etiology driving the pathologic fibrosis is unknown. However, lung fibrosis diseases share common pathologic dysregulated cellular processes such as cell growth and especially proliferation of mesenchymal cells [4], [5]. Thus, although the upstream genetic or molecular causes may not be known or amenable to therapy, focusing on the downstream cellular processes that ultimately lead to mesenchymal-cell accumulations may prove to be a novel and feasible therapeutic approach. The TGFα mouse model allows in vivo assessment of signaling pathways mediating pulmonary fibrosis. In this report, we show that combined inhibition of MEK and PI3K may represent a more effective preclinical therapy for established and progressive fibrosis than inhibition of either pathway alone.

Cellular pathways are highly integrated webs with multiple redundancies that may be activated in response to the inhibition of a signaling pathway [37], [38]. For this reason, combination therapies are often needed to effectively treat many tumors and infectious diseases. Similar findings from our study are illustrated by the direct measure of cellular proliferation of lung sections using Ki67 staining, whereby individual treatment using either MAPK or PI3K inhibitors attenuated the proliferation index. However, proliferation was further reduced when the inhibitors were combined, which suggests synergistic interactions between MAPK and PI3K pathways in altering lung-cell proliferation in a fibrotic disease. Our previous studies demonstrated that inhibition of MEK had no effect on the activation of Akt and its downstream target S6 [15]. Similarly, PX-866 administered alone had no effect on levels of pERK in the lungs of TGFα mice. This suggests that the limited effect of either inhibitor alone is due to the maintenance of fibrosis by other alternative pathways. In this study, the administration of dual inhibitors was effective in inhibiting the phosphorylation of both ERK and S6. Using RNA sequencing analysis, we identified several genes known to regulate cellular proliferation and growth downstream of the MAPK and PI3K pathways. One was the oncogenic transcription factor MYCN, which is a member of the MYC proto-oncogene family that also includes c-MYC and MYCL. Like other MYC proteins, MYCN encodes nuclear phosphoproteins that function as sequence-specific transcription factors and target a large number of genes, including many involved in the control of cell proliferation, growth and apoptosis [39]. Data from our study indicates that inhibition of both MEK and PI3K is required to suppress increases in MYCN transcripts induced in the fibrotic lungs of TGFα transgenic mice. 

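Whether the combination lowered Mycn by more than the sum of the single changes on the log2 scale was tested as an interaction, the change from ARRY to ARRY/PX-866 minus the change from the Fibrosis group to PX-866. For Mycn the interaction was -2.63 (standard error 0.93, adjusted p = 0.0715, limma with Benjamini-Hochberg adjustment), which did not pass an adjusted p of 0.05. Over all alternatives it stayed between −3.41 and −2.14, with adjusted p between 0.00613 and 0.144. It passed the threshold without ARRY replicate 3 (−3.04, adjusted p = 0.0415), Fibrosis replicate 2 (−3.08, 0.0340) or PX-866 replicate 2 (−3.41, 0.00613), and with the lane as a factor (−3.40, 0.0434), an alternative chosen after the data were seen. Across all 17029 genes, 542 had an interaction above 0 and 1643 one below 0 at an adjusted p under 0.05 (limma with the same adjustment). The median interaction over all genes was −0.12, and with median-ratio scaling, which brought it to −0.01, the counts were 1120 above and 1085 below 0. The Fibrosis group enters the interaction from the other library set, so that a difference between the sets adds to it, and these cannot be told apart. From the data of its study, the paper proposes that both MEK and PI3K have to be inhibited to suppress the rise of MYCN transcripts in the fibrotic lungs.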

Notably, average MYCN mRNA levels also are elevated in individuals with interstitial lung disease compared to controls and COPD (Figure S3). Our results extend these observations by showing that MYCN represents an important downstream target of both MEK and PI3K pathways in the lung. Our findings also demonstrate that the MEK and PI3K pathways converge to activate a common set of downstream genes that are highly integrated and therefore less likely to be responsive to individual pathway inhibition once disease is established.

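Relative to the Fibrosis group, 1780 genes were called in the same direction with ARRY (2670 calls) and with PX-866 (2438 calls), and 0 were called in opposite directions. Both comparisons use the same 4 Fibrosis libraries and therefore share their chance values. In 100 simulations of unchanged groups against these libraries, a median of 0 genes was called the same way in both, 95% of the draws gave 0 to 160, and 1 draw gave as many as observed. Across genes, which are not independent replicates, the changes with ARRY and with PX-866 had a Pearson correlation of 0.849, against a simulated median of 0.514 (95% of the draws between −0.19 and 0.882), and 5 of the 100 draws reached the observed value. The changes had the same sign in 82.7% of the genes, against a simulated median of 66.9%. With ARRY/PX-866 added, 1367 genes were called the same way in all 3 inhibitor groups, 852 higher and 515 lower, and 108 of these had changed between the Fibrosis and Normal groups, 104 of them toward the Normal level. All inhibitor-treated libraries belong to the same library set and no Fibrosis library does, so for these genes the effect of the inhibitors and the difference between the sets cannot be told apart.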

Although fibrosis was reduced using combined treatment compared to single-inhibitor therapy, fibrosis endpoints in the combination-treatment group remained altered compared with non-fibrotic controls. We have previously demonstrated that hydroxyproline levels and pleural thickening remain elevated up to 18 weeks following extinction of TGFα overexpression [21]. Thus, a certain residual fibrosis would be expected following 4 weeks of treatment, and a longer treatment time would be necessary to determine whether combined treatment is sufficient to completely reverse fibrosis. Another alternative explanation is that other pro-fibrotic pathways are not inhibited by the use of combined MEK and PI3K inhibitors and these may include JAK/STAT and TGFβ/SMAD pathways. Both initiation and reversal of fibrosis involves the recruitment of inflammatory cells such as neutrophils, lymphocytes and macrophages [7]. In particular, our recent study suggests that bone marrow derived fibrocytes trigger fibroblast proliferation and accumulation in the fibrotic lesions [40]. Therefore, future studies will be needed to determine if MEK and PI3K inhibitors can alter the recruitment of inflammatory cells that participate in the initiation and resolution of fibrosis.

Several cancers are associated with mutations in the MAPK and/or PI3K pathways, and there are multiple pharmacologic agents that specifically target these pathways currently in advanced clinical trials. Since both MAPK and PI3K signaling pathways are elevated in fibrotic lung diseases, the findings of this study are potentially translational. Currently there are a number of clinical trials in oncology where both inhibitors are administered in combination, so safety data will be emerging on the feasibility of this approach for treating lung fibrosis [41]. However, targeted therapies may improve efficacy with less toxicity, but the effects are not durable [37], [38]. The dual inhibition of both MEK and PI3K pathways has been shown to exhibit favorable efficacy and be more effective in the long-term compared to single-pathway inhibitors, but may also cause greater toxicity in clinical settings [41]. In this study, dual targeting of MEK and PI3K showed no significant toxic effects, possibly due to use of lower doses of inhibitors. In summary, data from our study establishes that combined pharmacologic inhibition of the MAPK and PI3K pathways in the TGFα model provides more effective resolution of pulmonary fibrosis.and could potentially enhance the survival of patients with interstitial lung disease.

## Supporting Information

Figure S1 **Combined inhibition of MEK and PI3K pathway inhibitors had no severe toxic effects on kidney (creatinine) and liver (serum ALT) functions during TGFα-induced fibrosis.**
(PDF) Click here for additional data file.

Figure S2 **Representative photomicrograph of lung tissue sections immunostained for Ki67 for each treatment group.** Scale bar, 100 µm.
(PDF) Click here for additional data file.

Figure S3 **Expression of MYCN in the lungs of individuals with interstitial lung disease.** Average Mycn mRNA levels are elevated in individuals with interstitial lung disease compared to controls and COPD. Mycn expression data was extracted from mRNA expression catalogue available in the database of Lung Genomic Research Consortium (LGRC) (https://www.lung-genomics.org/research).
(PDF) Click here for additional data file.

Data S1 (PDF) Click here for additional data file.

# Supplementary material for: Dual Targeting of MEK and PI3K Pathways Attenuates Established and Progressive Pulmonary Fibrosis
**Source:** PLoS One. 2014 Jan 27;9(1):e86536. doi: 10.1371/journal.pone.0086536

**Figure S1:** Combined inhibition of MEK and PI3K pathway inhibitors had no severe toxic effects on kidney (creatinine) and liver (serum ALT) functions during TGF $\alpha$ -induced fibrosis.

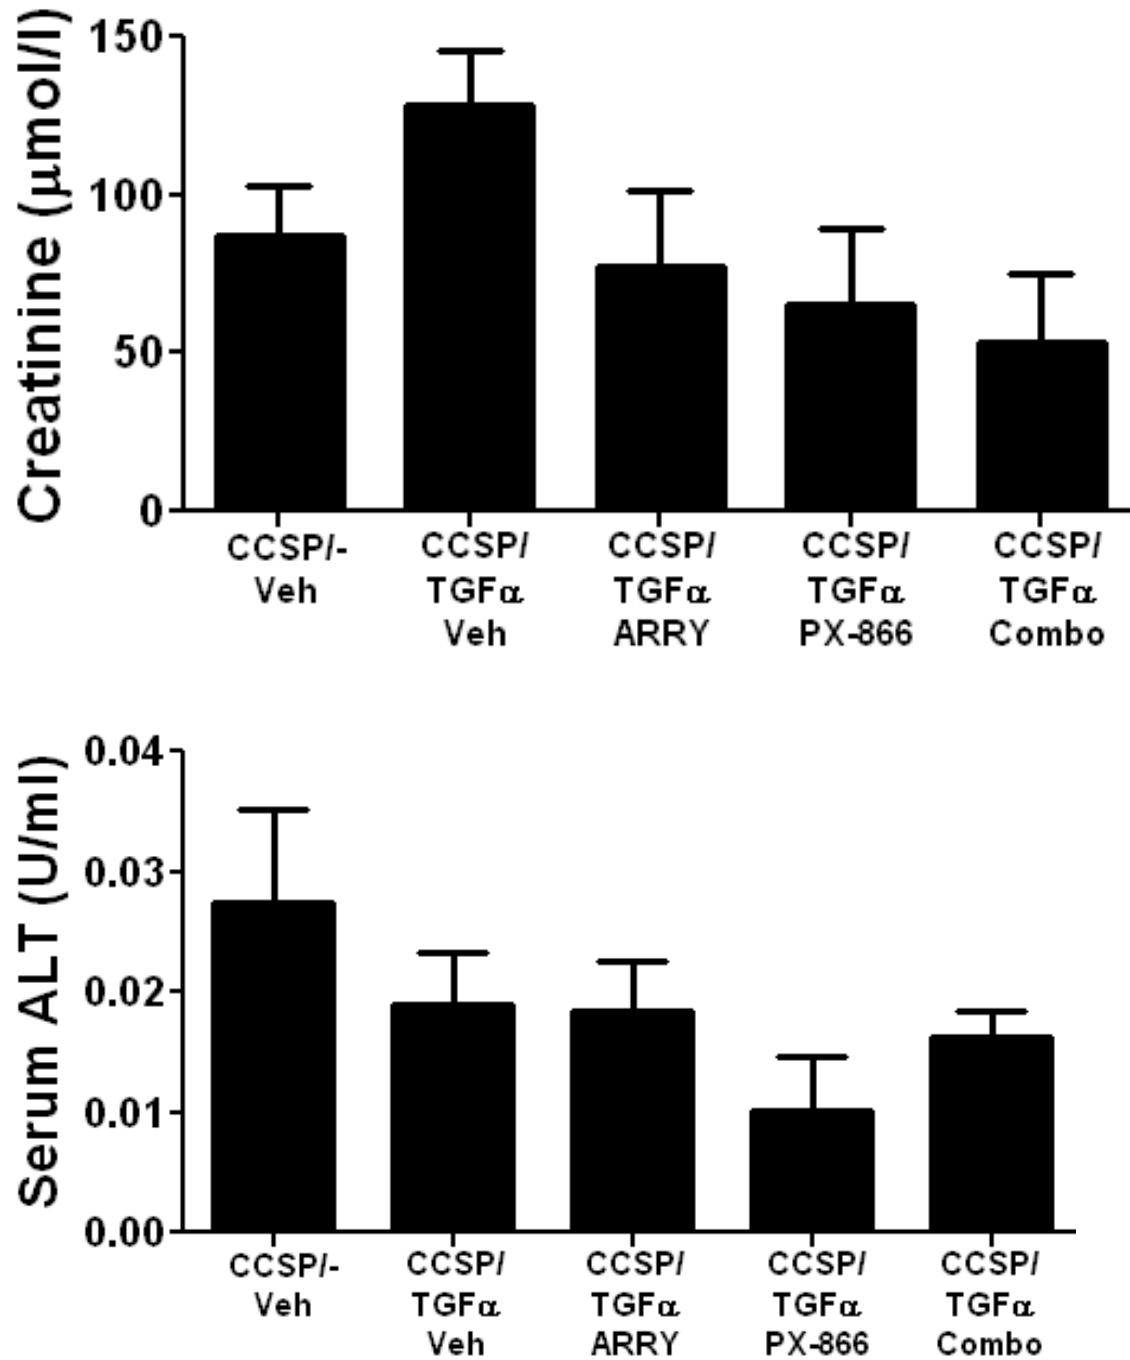

**Figure S2:** Representative photomicrograph of lung tissue sections immunostained for Ki67 for each treatment group. Scale bar, 100  $\mu$ m.

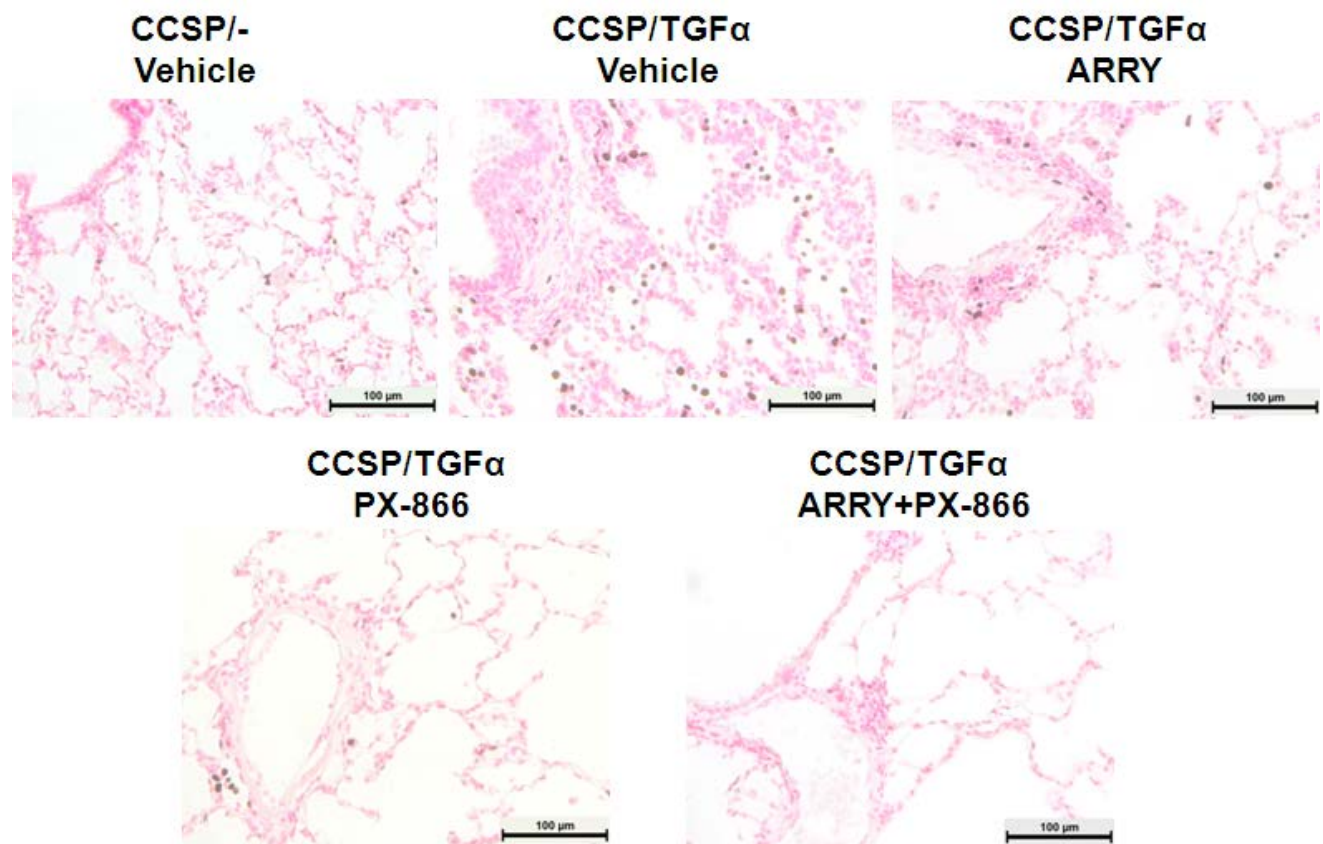

**Figure S3:** Expression of MYCN in the lungs of individuals with interstitial lung disease. Average Mycn mRNA levels are elevated in individuals with interstitial lung disease compared to controls and COPD. Mycn expression data was extracted from mRNA expression catalogue available in the database of Lung Genomic Research Consortium (LGRC) (<https://www.lung-genomics.org/research>)

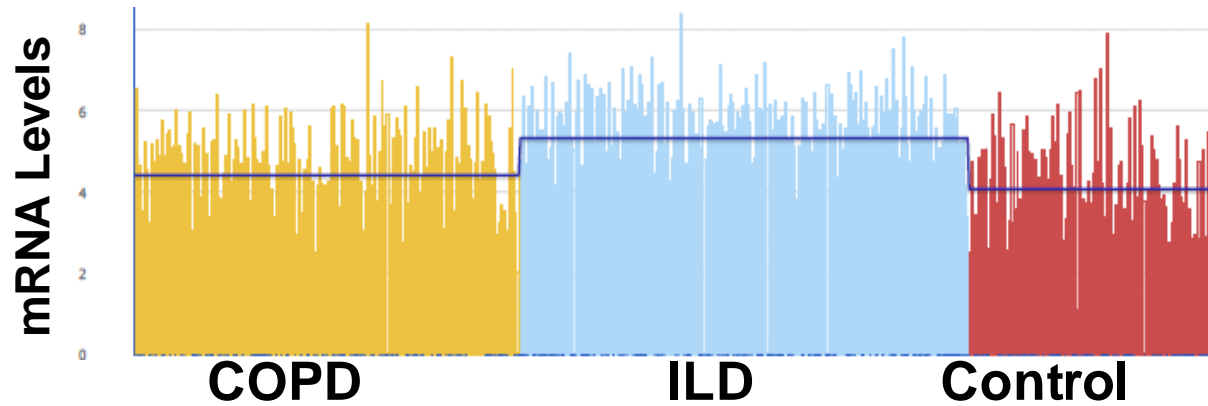

**Supplement:** Data S1

How the deposited data were processed for this re-analysis (not part of the article)

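RNA-seq libraries of lung tissue from 5 groups of mice were analysed, with 4 libraries per group: Normal (CCSP/− mice), Fibrosis (CCSP/TGFα mice with vehicle), and CCSP/TGFα mice with ARRY, with PX-866 or with ARRY/PX-866. Groups and replicates were taken from the sample labels and the paper. The authors aligned the reads with TopHat, removed alignments of low confidence with SAM tools, counted reads over the coding region of each gene and scaled them to RPKM. The authors deposited 1 table for all 20 libraries, with log2(RPKM + 1) values for 22692 genes by Entrez ID, of which 22536 also have a symbol here and 2515 are at 0 in each library. In their Methods, the authors describe selecting genes that differ between Week 8 and Day 0 at P under 0.05 with at least a 2-fold change. Before the table was opened the values were assumed to be RPKM, and since they turned out to be log2(RPKM + 1), they were converted back to RPKM before any test. The paper's text names neither the genome build nor whether counting used the strand, and no coordinates are given.

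Depth was recovered from the values, because each RPKM is a whole number of reads divided by the length of the coding region and the depth of the library. All 359162 values above 0 gave whole reads (100%, largest deviation 1.39e-08), and the length came out whole for 20147 genes and not for 30. In simulated data over 20147 genes the same steps returned 98.2% of the values. Per library, between 10738248 and 32591757 reads were counted on genes, and a level of 3 reads corresponds to up to 0.279 RPKM for a coding region of 1 kb in the smallest libraries. This limit covers counting error only. No pair of replicates was close enough to be the same library sequenced again.

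Tests were run in R 4.3.3 with limma 3.58.1, with lmFit and eBayes with trend on log2(RPKM + 0.1), over the 17029 genes with a mean of at least 0.1 RPKM, with Benjamini-Hochberg adjustment. Tables and figures were made in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. The Fibrosis and Normal groups were compared in a fit of their 8 libraries with an unadjusted p under 0.05 and a 2-fold change, and the inhibitor groups in a fit of all 20 libraries with an adjusted p under 0.05. The interaction was the change from ARRY to ARRY/PX-866 minus the change from Fibrosis to PX-866. Reversal and the share of genes closest to the Normal mean were compared between groups of lungs with two-sided exact permutation tests. On simulated data for 16797 genes, of which 200 were changed, the 2-fold rule returned 193 of them with 72 false calls, and the adjusted p returned 185 with 4 false calls. For the change from Fibrosis to ARRY/PX-866 it returned 113 with 12 false calls. Simulated groups without a change were drawn against the real Fibrosis libraries 100 times; this simulation was revised once after its first output, which had left out the chance values shared through the Fibrosis libraries.

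The genes named in the text are those the paper names in its RNA-seq text or in Figures 6 and 7, those of the marker lists, and the 5 with the largest rise and the 5 with the largest fall, among genes past the adjusted p whose groups do not overlap, from Normal to Fibrosis and from Fibrosis to ARRY/PX-866. Genes named for another reason are said to be chosen after their values were seen. Of 26 lists written beforehand, 3 are the paper's own genes of Figures 6 and 7. The others are the transgene and its promoter, proliferation, ERK-induced and FOXO-induced transcripts, endothelial, alveolar type 1, alveolar type 2, club, ciliated, fibroblast, smooth muscle, macrophage, B, T, neutrophil, erythroid, cardiac, skeletal muscle and brown fat transcripts, Y-linked transcripts, Xist, immediate-early transcripts and mitochondrial transcripts. Squamous epithelium and the growth hormone gene Gh were added as 2 lists after the data were seen. The medians of the ERK-induced and FOXO-induced lists were set beside 10000 random lists matched on mean expression.

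As alternatives, 17 settings of the pseudocount, the filter on RPKM, the scaling, the threshold, the groups in the fit, the day tag, the lane and the replicate block were tried, and each of the 20 libraries was left out in turn. After the data were seen 6 were added: limma-voom on the recovered reads, reads thinned to 10738248 per library, a GC trend removed from each library with a spline of 5 degrees of freedom over genes with at least 1 RPKM, genes with named pseudogenes left out, the skeletal muscle score as a covariate, and the lane as a factor. The lane factor covers the inhibitor-treated libraries, and the Normal and Fibrosis libraries are held at the level of lane 5 in it. GC content was known for 96.8% of the genes. The comparison of PX-866 with ARRY was also added after the data were seen. Quantitative PCR, protein and lung function measurements were not analysed here. The result for 1 of the genes the paper names is not reported here, although it stays in the counts.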

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

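The tests of the library sets, of skeletal muscle and squamous transcripts, of Gh and Tgfa and of neutrophil transcripts were chosen only after the results were seen.

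Of 203 groups of 4 values, 10 held a value far from the other 3 by Dixon's test, and chance alone gives 10.15, about 1 in 20. Of the 10, 9 are given here. Fibrosis replicate 3 had the most reads of its group, 13265923 against 10738248 to 11015933, and the highest Col5a1 (24.6 RPKM against 13.6 to 14.4), Tnc (104 RPKM against 32.4 to 41.7) and Col3a1 (542 RPKM against 310.3 to 345). Fibrosis replicate 1 was highest in Tbx20 (0.404 RPKM against 0.267 to 0.278) and Normal replicate 3 in Ccl2 (3.61 RPKM against at most 1.10). ARRY replicate 3 was highest in Apod (113 RPKM against 28.8 to 38.7) and PX-866 replicate 2 in Vcan (21.5 RPKM against 6.10 to 8.30). ARRY/PX-866 replicate 3 was highest in Gapdh (2499 RPKM against 425 to 477). The number is no larger than chance gives, and no explanation was tested for these values one by one.

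The skeletal muscle list had a geometric mean of 1030 RPKM in ARRY/PX-866 replicate 3, against at most 1.27 RPKM in the 8 Normal and Fibrosis libraries. It was also high in ARRY replicates 1 and 4 (135 and 49.2 RPKM) and in PX-866 replicates 1, 2 and 3 (67.9, 81.5 and 251 RPKM), whereas the other 6 inhibitor-treated libraries lay between 0.834 and 1.33 RPKM. A response to an inhibitor is argued against by a ratio of 1118 between the highest and the lowest ARRY/PX-866 library, and a difference between the library sets by a ratio of 1235 within the set of inhibitor-treated libraries. Tissue other than lung in some samples remains a candidate explanation. The most abundant gene of the list, Acta1, was at 5470 RPKM in that library and at most 6.15 RPKM in untreated lungs, where 4 of the 7 genes of the list have a mean of at least 1 RPKM. Of 16 genes of squamous epithelium, 3 of which have such a mean in untreated lungs, 10, 9, 9 and 11 were over 10 times their highest untreated value in ARRY replicates 1 and 4, PX-866 replicate 3 and ARRY/PX-866 replicate 3, and 0 in the other 16 libraries. Krt13, the most abundant of them, reached 2173 RPKM in ARRY/PX-866 replicate 3 against at most 0.115 RPKM in untreated lungs. These 4 libraries are all among the 6 with high skeletal muscle transcripts, so the samples may have held tissue with both muscle and squamous epithelium. The squamous list was written after some of its genes had been seen in these libraries.

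At least 8-fold apart between the library sets were 58 genes, 51 higher and 7 lower in the set of the inhibitor-treated libraries. They include genes that every cell uses: Gapdh was at 9.06 to 21.1 RPKM in the Normal and Fibrosis libraries and at 425 to 2499 RPKM in the inhibitor-treated ones, Rpl29 at 0.583 to 1.18 and 268 to 545 RPKM, Rps2 at 0.666 to 3.92 and 599 to 1031 RPKM, Rps12 at 3.19 to 7.67 and 774 to 1843 RPKM, Rpl30 at 2.88 to 4.66 and 330 to 721 RPKM, and Rpl35a at 1.11 to 2.65 and 365 to 853 RPKM. A response to the inhibitors is argued against by the level of Gapdh in untreated lungs, at most 21.1 RPKM. A gene counts here as having named pseudogenes if the GENCODE annotation holds its symbol followed by -ps, and pseudogenes named otherwise are missed. Among the 58 genes 9 (15.5%) have named pseudogenes, against 289 (1.70%) of all genes tested (odds ratio 10.9, p = 5.3e-07, two-sided Fisher's exact test). This is consistent with reads shared with pseudogenes having been kept in 1 set and removed in the other, for instance by another version or setting of the alignment, as a candidate explanation for part of these genes. For the other genes the test cannot decide, because pseudogenes with other names were not counted.

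Gh, whose product is growth hormone, was at 11.3 RPKM in the Fibrosis group against 2.60 RPKM in the Normal group, and the inhibitor-treated libraries held at most 0.0818 RPKM, no more than 2 reads, so that no fold change is given for them. The level was above that of the CCSP/− mice, and Gh sequence in the transgene construct may be the source, which the paper's text does not name. The inhibitor-treated mice carry the same transgene. Whether the reads were assigned in another way between the library sets or Gh fell with every inhibitor cannot be told apart, because each inhibitor-treated library is in 1 set and each Fibrosis library in the other.

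The neutrophil list was 1.98 higher on the log2 scale with ARRY/PX-866 than with PX-866 (p = 0.0857, adjusted p = 0.183 over 92 comparisons of lists, two-sided exact permutation test) and 1.35 higher than with ARRY (p = 0.0286, adjusted p = 0.0821, two-sided exact permutation test). It was singled out among 92 comparisons after its values were seen. In the comparison with PX-866 the list passes neither before nor after the adjustment, and in that with ARRY, where p is the smallest that 4 lungs against 4 allow, the adjusted p is the lowest of all 92 and decides nothing. Of its 7 genes 6 were tested and 4 of them were called higher in the comparison with PX-866 (5 adjusted over the list alone). More blood as the whole cause is argued against by the neutrophil list, which rose by 1.27 (standard error 0.315) more than the red cell list when each library's own red cell level was taken off, with no overlap between the groups. Blood may account for part of the rise: the red cell list was 0.711 higher, and higher still without PX-866 replicate 1, the highest of its group in both lists, while the difference was −0.21 for the B cell list and 0.18 for the T cell list. A difference in GC content is argued against by a difference of 2.04 after removal of the GC trend. In the comparison with ARRY more blood stays open, since the red cell list was 1.74 higher there. S100a9, the most abundant gene of the neutrophil list, was between 203 and 758 RPKM with ARRY/PX-866 and between 24.9 and 241 RPKM with PX-866, and 4 of the 6 genes tested have a mean of at least 1 RPKM in untreated lungs. A higher number of neutrophils with ARRY/PX-866 stays open as a hypothesis, and the spread between lungs leaves chance open as well.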

How the results depend on the processing

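The lane factor, the skeletal muscle covariate, limma-voom, the thinned reads, the GC correction and the exclusion of genes with pseudogenes were chosen only after the data were seen, as were the tests on them and the simulations, whereas the other alternatives and the counts over other splits were set beforehand.

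Of 14 main results, 4 stayed on the same side of their threshold and within 1.5 times their count under all alternatives run for them, including the share of genes closest to the Normal mean with ARRY/PX-866, between 63.2% and 76.7%, and the differences in reversal between ARRY/PX-866 and ARRY (0.189 to 0.276) and PX-866 (0.248 to 0.334), whose direction did not change. The lane factor, the day tag and the skeletal muscle covariate were not run for this share or these differences. With 3 libraries in a group the exact p of these differences cannot fall below 0.0571. The fall of Mycn from Fibrosis to ARRY/PX-866 also kept its call. Among 129 results for single genes and lists, 38 did not change under any alternative. When single libraries were left out, 1032 values for them were computed, of which 69 lost their call, 4 gained it, 11 moved and 10 reversed. Under the other settings 1799 values were computed, of which 84 lost their call, 10 gained it, 35 moved and 13 reversed. Where no cause is named, the cause was not tested.

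From Normal to Fibrosis, a pseudocount of 1 gave 330 genes higher and 374 lower, by construction, since it shrinks the changes of low genes. With an unadjusted p under 0.05 and a 2-fold change, the counts of genes changed were 869 from Fibrosis to ARRY, 1023 to PX-866 and 1141 to ARRY/PX-866, 373 from ARRY to ARRY/PX-866, 265 from ARRY to PX-866 and 1297 for the interaction. In fits of only the groups compared, 1070 genes changed from Fibrosis to PX-866, 2528 from Fibrosis to ARRY/PX-866 and 114 from ARRY to ARRY/PX-866. From PX-866 to ARRY/PX-866 this setting gave 0 genes, with 2044 at an unadjusted p under 0.05. From Fibrosis to ARRY it gave more genes than the fit of all libraries, 1957 higher and 1035 lower against 1826 and 844.

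From ARRY to ARRY/PX-866, 654 genes changed under median-ratio scaling, 606 under quantile normalization, 374 with the GC trend removed and 78 with the lane as a factor. From PX-866 to ARRY/PX-866, 204 changed with the day tag as a factor, 232 with the lane 6 libraries only, 152 with the lane as a factor, 624 with limma-voom, 551 under median-ratio scaling and 217 without a filter on RPKM. The lane factor gave 1367 genes for the interaction and −3.40 for the interaction of Mycn, and the skeletal muscle covariate 1411 genes from Fibrosis to PX-866. From ARRY to PX-866, where 1 gene, Mfsd2a, was lower, 2 genes were lower with eBayes without trend and with the skeletal muscle covariate, 4 were lower without a filter, and 2 others were higher and 0 lower with the lane as a factor. Mfsd2a itself lost its call in 16 of 24 alternatives. The count was 0 under pseudocount 1, median-ratio scaling, quantile normalization, the replicate block, the day tag, limma-voom, the GC correction and in the fit of only these groups, where between 649 and 1075 genes had an unadjusted p under 0.05.

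The scaling of the libraries moved the balance of higher and lower calls. From ARRY to ARRY/PX-866 the split of 233 higher and 826 lower became 407 and 247 under median-ratio scaling, 305 and 301 under quantile normalization, 219 and 155 with the GC trend removed, 33 and 45 with the lane as a factor and 43 and 71 in the fit of these groups only. From PX-866 to ARRY/PX-866 the split of 210 and 147 became 435 and 116, 352 and 111, and 256 and 80 under the first 3 of these, 146 and 58 with the day tag, 104 and 128 with the lane 6 libraries only, and 163 and 265 with the unadjusted p and a 2-fold change. From Fibrosis to ARRY, 1826 and 844 became 1473 and 1412 under median-ratio scaling, 1238 and 1745 under quantile normalization, 945 and 1907 with the GC trend removed, and 711 and 158 with the unadjusted p and a 2-fold change. From Fibrosis to PX-866, 1413 and 1025 became 1108 and 1690 under quantile normalization, 995 and 1914 with the GC trend removed, 1666 and 1962 with the lane as a factor, 733 and 337 in the fit of these groups only, 984 and 427 with the skeletal muscle covariate, and 851 and 172 with the unadjusted p and a 2-fold change. From Fibrosis to ARRY/PX-866, 1825 and 2239 became 712 and 429 by that last criterion. The interaction went from 542 above and 1643 below 0 to 1231 and 987 under quantile normalization and 1047 and 614 with the GC trend removed. The median of all genes moved from −0.12 to 0.06 and 0.07 for the interaction, and from 0.06 to −0.06 and −0.07 from Fibrosis to ARRY.

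With each library left out in turn, the counts went from 1779 to 2407 genes from Fibrosis to ARRY, 1566 to 3399 to PX-866, 2867 to 4092 to ARRY/PX-866, 377 to 1348 from ARRY to ARRY/PX-866, 12 to 1037 from PX-866 to ARRY/PX-866, 0 to 3 from ARRY to PX-866 and 1541 to 2662 for the interaction. From ARRY to PX-866, 2 genes were lower without ARRY replicate 1, 1 was higher and 2 were lower without PX-866 replicate 2, 1 was higher and 0 lower without PX-866 replicate 4, and 0 were called without ARRY replicate 2, 3 or 4 or PX-866 replicate 1 or 3, with between 599 and 1334 genes at an unadjusted p under 0.05. The interaction of Mycn lay between −3.41 and −2.14.

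Values that reversed under a setting were mostly those of genes whose change was within the spread. With the lane as a factor the change from Fibrosis to ARRY/PX-866 was 1.13 for Arg1, 1.48 for Calca, −0.49 for Cd93, 0.71 for Mmp10, 0.11 for Spp1, 0.42 for Timp1 and 0.000709 for Ereg, and the median change of the Figure 7A genes from ARRY to ARRY/PX-866 was 0.16. With the day tag as a factor it was 0.52 for Calca and −0.023 for Cd93. With the skeletal muscle covariate it was 0.14 for Tbx20, the change of Mycn from Fibrosis to PX-866 was 0.091 and that of Ereg from Normal to Fibrosis −0.93. With single libraries left out, the range was −0.39 to 0.035 for Acta2, −0.035 to 0.33 for Apod, −0.47 to 0.23 for Calca and −0.57 to 0.12 for Tbx20 from Fibrosis to ARRY/PX-866, and −0.69 to 0.19 with ARRY and −0.57 to 0.70 with PX-866 for Mycn. Acta2 reversed without Fibrosis replicate 3, Apod without ARRY/PX-866 replicate 2, and Calca and Tbx20 without ARRY/PX-866 replicate 3. The skeletal muscle covariate parts the Normal from the Fibrosis libraries, so the calls of the named genes between these groups are lost with it by construction.

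The replicate numbers do not pair the libraries: among 40 pairs of groups and numbers, 6 had a correlation of deviations over 0.1, with a median of −0.010 and a range of −0.53 to 0.74. Of the 6, 3 were between PX-866 and ARRY/PX-866, with 0.201, 0.0507, 0.737 and 0.425 for replicates 1 to 4, where replicate 2 stayed below 0.1. In the 3 inhibitor groups the number also follows the Y-linked list, which was at least 11.6 RPKM in replicates 1 and 2 and at most 0.0398 RPKM in 3 and 4. With the replicate block the counts were 695 higher and 845 lower from Normal to Fibrosis, 1869 and 903 from Fibrosis to ARRY, 1466 and 1056 to PX-866, 1831 and 2319 to ARRY/PX-866, 234 and 934 from ARRY to ARRY/PX-866, 182 and 148 from PX-866 to ARRY/PX-866, and 538 and 1705 for the interaction. With the block, Itgb8 was not called from Normal to Fibrosis (adjusted p = 0.0869, limma) nor Col8a1 from Fibrosis to ARRY (0.0530, limma).

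Among the 35 splits of 8 libraries into 4 and 4, 1, the real one, gave as many genes as observed from Normal to Fibrosis, from Fibrosis to ARRY, to PX-866 and to ARRY/PX-866, and from ARRY to ARRY/PX-866. The largest count of another split was 202, 1, 565, 64 and 15 genes. From PX-866 to ARRY/PX-866 and from ARRY to PX-866, 6 of the 35 splits gave as many genes as the real one, with up to 1360 and 36 genes in another split, so that neither count is set apart from a random division of these libraries. No split of the former follows the lanes alone. For the interaction 1 of 100 drawn splits, the real one, was as large, and for the share of genes closest to the Normal mean 85 of 17325 splits of the 12 inhibitor-treated libraries.

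The ARRY libraries were on lane 5 and the ARRY/PX-866 libraries on lane 6. Whether the lane accounts for the 1059 calls between these groups cannot be told apart from the treatment. Within PX-866, across these genes, which are not independent replicates, the correlation of the lane difference with the change from ARRY to ARRY/PX-866 was −0.396 (slope −0.205), and other divisions of the 4 libraries into 2 and 2 gave −0.592 (slope −0.245) and 0.203 (slope 0.0923), whereas the lane as the whole cause needs a slope of 1. This does not exclude the lane, because it coincides there with the day tag (11 on lane 5 and 14 on lane 6) and with the level of the Y-linked list (at least 14.1 RPKM on lane 5 and at most 0.0375 RPKM on lane 6), whose differences may offset it. The lane factor is estimated from the same 4 libraries. The GC trend went with the lane within PX-866 too, under 1 treatment, with a correlation to GC content of −0.188 and −0.335 on lane 5 and 0.275 and 0.0461 on lane 6, so a treatment is not needed for it. Whether it accounts for the calls stays open: with the trend removed, 374 genes were called, 321 of them among the 1059, and 2 of the 35 splits were as large.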

Differences from the paper's values

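No test was chosen for these differences after the results were seen, and alternatives set before the data were examined are named where a difference no longer exceeded the spread under them, or newly did.

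The paper's Figure 7B shows Mycn transcripts by quantitative PCR relative to Normal, with SEM. In the Fibrosis group, the paper's value is about 60, read by eye, and the RNA-seq value was 52.4 (SD 40.8, n = 4). The values read from the figure fall from Fibrosis to ARRY and to PX-866, whereas neither fall was called in the RNA-seq libraries. The RNA-seq ratios of the inhibitor groups to Normal also compare the library sets. With ARRY, the paper's value is about 19 in Fig. 7B, read by eye, and the RNA-seq value was 37.1 times the Normal mean (SD 16.5, n = 4). Of the 14 alternatives, the pseudocounts of 1 and 0.01 and the filters on RPKM leave these ratios of mean RPKM as they are, so 10 could move them. The difference no longer exceeded the SD under 4 of the 10: quantile normalization (32.8, SD 14.5) and without ARRY replicate 1 (34.2, SD 19.0), 2 (37.1, SD 20.3) or 4 (32.3, SD 16.5). Without replicate 2 the value itself hardly moved and the spread of the 3 lungs left was wider, and each of these values stayed above the paper's. With PX-866, the paper's value is about 25 in Fig. 7B, read by eye, and the RNA-seq value was 53.9 (SD 40.8, n = 4), a difference within that spread, which exceeded it in 1 of the 10, without PX-866 replicate 2 (69.4, SD 32.4). With ARRY/PX-866, the paper's value is about 2 in Fig. 7B, read by eye, and the RNA-seq value was 5.04, and 0 of the 10 closed the gap. For Cdk4 in the paper's Figure 7C, the value read by eye is about 1.8 in the Fibrosis group, against 1.51 times the Normal mean in the RNA-seq libraries. With the inhibitors the values read by eye are about 1 with ARRY, about 0.71 with PX-866 and about 0.39 with ARRY/PX-866, against 1.62, 1.79 and 1.35. With ARRY the value was less than 1.5 times the paper's under 1 of the 10, quantile normalization (1.47). For PX-866 and ARRY/PX-866, 0 of the 10 closed the gap.

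The paper names Ccl2 among the genes of Cluster 1 with the largest decreases, and its level here was higher with ARRY/PX-866 than in the Fibrosis group under each of the 22 alternatives, with a log2 fold change between 1.70 and 2.74. Of the other genes the paper names as upregulated and reversed, Ereg, Mmp10, Mmp14, Timp1, Cdk1, Cdk4, Col5a1 and Col5a3 passed no adjusted p of 0.05 from Fibrosis to ARRY/PX-866 under any of the alternatives run for them (limma, Benjamini-Hochberg). By the size of the fall among the 695 upregulated genes, Ereg was at place 325, Mmp14 at 384, Timp1 at 411 and Mmp10 at 490. The change of Cdk4 was −0.15. Of the down regulated genes, Cd93 (0.19), Tcf15 (0.83) and Tbx20 (−0.21) were not called, and Cdh5 was called only under median-ratio scaling and without Fibrosis replicate 3. From Normal to Fibrosis, Cdk1 was among the 695 upregulated genes by the unadjusted p and the 2-fold change. It passed an adjusted p of 0.05 only with the day tag, under quantile normalization, with the replicate block and without Fibrosis replicate 4. The paper describes most genes of Figure 7A as altered by both pathways, and of its 14 genes 3 were called with ARRY and 1 with PX-866 relative to the Fibrosis group. The paper's text names no threshold for that statement. At an unadjusted p under 0.05 (limma) the counts were 6 with ARRY, 2 with PX-866 and 8 with ARRY/PX-866. With ARRY/PX-866, Apod, Timp1, Tnc, Calca, Arg1, Spp1, Vcan and Ereg were not called. Spp1 was called under quantile normalization (−1.11), and Arg1 with the skeletal muscle covariate, chosen after seeing the values, and without ARRY/PX-866 replicate 3.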

Other observations

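The tests of endothelial, ERK-induced and FOXO-induced transcripts, of Tgfa, of the selection of genes and of the shared Fibrosis libraries were chosen only after the results were seen.

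Cdk4 transcripts were at 53.4 ± 2.90 RPKM (SD, n = 4) in the Normal group, 80.7 ± 13.5 RPKM (SD, n = 4) in the Fibrosis group, 86.7 ± 7.71 RPKM (SD, n = 4) with ARRY, 95.7 ± 14.8 RPKM (SD, n = 4) with PX-866 and 72.1 ± 4.78 RPKM (SD, n = 4) with ARRY/PX-866. The change from Normal to Fibrosis was 0.58 on the log2 scale (adjusted p = 0.00676, limma with Benjamini-Hochberg adjustment), and neither the change from ARRY to ARRY/PX-866 (−0.26, adjusted p = 0.178) nor that from PX-866 (−0.40, adjusted p = 0.0702) was called. Exons of Cdk4 overlap Tspan31 on the opposite strand. Mki67, whose product is Ki67, was at 3.39 ± 0.664 RPKM (SD, n = 4) in the Normal group, 6.32 ± 4.30 RPKM (SD, n = 4) in the Fibrosis group and 4.37 ± 3.03 RPKM (SD, n = 4) with ARRY/PX-866, within the spread in each comparison. Acta2 was not higher in fibrosis, at 117 ± 29.4 RPKM (SD, n = 4) in the Normal and 70.1 ± 28.4 RPKM (SD, n = 4) in the Fibrosis group (log2 fold change −0.78, adjusted p = 0.0804, limma with Benjamini-Hochberg adjustment). Under quantile normalization, the replicate block, limma-voom and without Fibrosis replicate 3 this fall passed the threshold. Col1a1 rose from 72.4 ± 12.5 to 148 ± 57.4 RPKM (SD, n = 4 each; log2 fold change 0.97, adjusted p = 0.0239, limma) and was at 80.5 ± 28.0 RPKM (SD, n = 4) with ARRY/PX-866, a change from Fibrosis of −0.87 that was called only with the day tag as a factor. The rise was no longer called with the day tag, the replicate block or the skeletal muscle covariate, nor without Fibrosis replicate 4 or Normal replicate 2, 3 or 4. Col3a1 fell from 380 ± 109 RPKM (SD, n = 4) in the Fibrosis group to 202 ± 66.5 RPKM (SD, n = 4) with ARRY/PX-866 (log2 fold change −0.93, adjusted p = 0.0354, limma), and the call was lost without ARRY/PX-866 replicate 1 or 2 or Fibrosis replicate 2, 3 or 4 (adjusted p between 0.0533 and 0.117), without a filter on RPKM and with the lane as a factor.

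Among the lists of transcripts, the median log2 fold change from Normal to Fibrosis and from Fibrosis to ARRY/PX-866 was −1.03 and 0.60 for endothelial cells, −0.71 and −0.041 for alveolar type 1 cells, 0.77 and −0.83 for alveolar type 2 cells, −0.93 and 0.23 for club cells, −0.75 and 0.87 for ciliated cells, 0.76 and −0.61 for fibroblasts, and −0.72 and −0.14 for smooth muscle. It was 0.66 and −1.17 for macrophages, −0.95 and −0.81 for B cells, −1.66 and 0.41 for T cells, −0.32 and 2.13 for neutrophils, −1.91 and 1.61 for red cells, −2.09 and 0.18 for heart muscle, −0.62 and 3.46 for skeletal muscle, −0.34 and 1.49 for brown fat and −0.024 and 1.70 for squamous epithelium. It was 0.72 and −0.40 for proliferation, 0.30 and 0.59 for immediate-early transcripts, 0.54 and 0.087 for ERK-induced transcripts, 0.10 and 0.069 for FOXO-induced transcripts, 0.015 and −0.12 for the transgene and its promoter, 0.24 and −1.01 for Y-linked transcripts and 0.89 and −1.29 for Xist. None of the mitochondrial transcripts was among the genes tested. The endothelial list was higher with ARRY/PX-866 than with ARRY by 0.51 and than with PX-866 by 0.64 on the log2 scale, in all 4 lungs against 4 (p = 0.0286 each, two-sided exact permutation test, the smallest p that 4 lungs against 4 allow). Adjusted over 92 comparisons this p is 0.0821, the lowest of any list, so the adjustment decides nothing about this list. Of its 10 genes, 4 were called higher with ARRY/PX-866 than with ARRY, 6 than with PX-866 and 7 than in the Fibrosis group (7, 9 and 9 adjusted over the list alone). Relative to PX-866 the count was 0 in the fit of these groups only and without ARRY/PX-866 replicate 1 (8 genes at an unadjusted p under 0.05 each), 1 with the day tag and 2 with the lane as a factor, and without single libraries 2 (ARRY/PX-866 replicate 2), 3 (PX-866 replicate 4) or 4 (PX-866 replicate 2). Relative to ARRY it was 1 in the fit of these groups only and 0 with the lane as a factor (4 genes at an unadjusted p under 0.05), and relative to Fibrosis 3 with the lane as a factor and 4 under quantile normalization and without ARRY/PX-866 replicate 2 or Fibrosis replicate 2 or 4. A difference in GC content between the libraries is argued against by list differences of 0.595 from ARRY and 0.685 from PX-866 with the GC trend removed, where the groups stayed apart (p = 0.0286 each, two-sided exact permutation test). The lane stays open in the comparison with ARRY, since ARRY and ARRY/PX-866 were on different lanes, and the library set in that with Fibrosis. A response of endothelial cells to the combined treatment stays open as a hypothesis.

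The geometric mean of the Y-linked list was at least 11.0 RPKM in 10 libraries, 2 per group (Normal replicates 3 and 4, Fibrosis replicates 2 and 3, and replicates 1 and 2 of each inhibitor group). It was 0.703 RPKM in Normal replicate 2, 0.721 RPKM in Fibrosis replicate 4 and at most 0.0876 RPKM in the other 8.

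ERK-induced transcripts were tested as a hypothesis for the effect of MEK inhibition: their median was 0.022 higher with ARRY than with PX-866, and 36.9% of random lists lay below it. For PI3K inhibition, FOXO-induced transcripts had a median of −0.042 from ARRY to PX-866, with 49.5% of random lists below it. From PX-866 to ARRY/PX-866 the ERK-induced median was 0.092, a rise, with 96.6% of random lists below it. From ARRY to ARRY/PX-866 the FOXO-induced median was 0.0015, with 87.0% of random lists below it. These values lay under the upper limits of the random lists, 0.102 and 0.0698. Neither list stands apart in whole lung, although the first of these values is close to its limit. Whether the inhibitors reached their pathways in single cell types cannot be told apart from this, because whole lung was sequenced.

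Tgfa was at 6.06 ± 0.642 RPKM (SD, n = 4) in the Normal group, 22.3 ± 8.19 RPKM (SD, n = 4) in the Fibrosis group, 8.26 ± 0.954 RPKM (SD, n = 4) with ARRY, 7.93 ± 1.28 RPKM (SD, n = 4) with PX-866 and 11.8 ± 1.77 RPKM (SD, n = 4) with ARRY/PX-866. The change from Fibrosis was −1.36, −1.42 and −0.85 on the log2 scale, and the last was lost with the lane as a factor and in the fit of these groups only (adjusted p = 0.145 and 0.0516, limma). The counts cover the coding region, and reads of the endogenous gene and the transgene were not separated. Fewer club cells, whose promoter drives the transgene, are argued against as the whole cause with ARRY and with ARRY/PX-866, where the mean of the club cell list changed by −0.057 (standard error 0.225) and 0.233 (standard error 0.406) from Fibrosis, and Tgfa fell further than the list, by 7.04 and 3.84 standard errors of the difference. With PX-866 the list changed by −0.50 (standard error 0.368), so fewer club cells may account for part of the fall there, and this stays open. Reads of the transgene aligned in another way in the library set of the inhibitor-treated mice may account for the fall, since Gh was at most 0.0818 RPKM in that set. This and a lower level of the transgene cannot be told apart, because no Fibrosis library is in that set.

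Of the 1367 genes called the same way in all 3 inhibitor groups, 1136 (83.1%) were called again after the reads had been thinned to the smallest library, which argues against depth as their cause. A difference between the library sets stays open, since 0 Normal or Fibrosis libraries are in the set of the inhibitor-treated ones. The genes with the largest changes from Fibrosis to ARRY/PX-866 whose groups do not overlap are Gm12070, Gm5523, Rpl29, Rps2 and Gm6981 among the rises and Gh, Aldoart2, Gm16381, 5730416F02Rik and Mir682 among the falls. Gm12070 had 0 to 1 reads in the Fibrosis libraries and 12400 to 59954 with ARRY/PX-866, and likewise 16136 to 24415 with ARRY and 15540 to 26147 with PX-866.

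Selecting the 1542 genes on the same Fibrosis libraries gives a reversal above 0 without any effect, with a median of 0.0696 in 100 simulated unchanged groups. The largest of 100 simulated unchanged groups reached 0.224, below the values of ARRY (0.257) and ARRY/PX-866 (0.479), while 1 of the draws was as large as PX-866 (0.196). The share of genes moved toward the Normal group was as large as with PX-866 in 16 of the 100 draws, as with ARRY in 2 and as with ARRY/PX-866 in 0. Selection is therefore argued against as the whole cause with ARRY and ARRY/PX-866, and stays open for PX-866. The overlap of 1780 genes between ARRY and PX-866 was above the upper limit of simulated unchanged groups that share the Fibrosis libraries, 160 genes, which argues against sharing them as the whole cause, although 1 of 100 draws was as large. The correlation of their changes, 0.849, was below the upper limit of 0.882, with 5 of 100 draws as large, and may come from the shared libraries alone.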
